# A comprehensive genomic, transcriptomic and proteomic analysis of a hyperosmotic stress sensitive α-proteobacterium

**DOI:** 10.1186/s12866-015-0404-x

**Published:** 2015-03-26

**Authors:** Christian Kohler, Rogério F Lourenço, Jörg Bernhardt, Dirk Albrecht, Julia Schüler, Michael Hecker, Suely L Gomes

**Keywords:** Osmotic stress adaptation, Compatible solute, Integrative omic analysis, *Caulobacter crescentus*

## Abstract

**Background:**

With the aim of remaining viable, bacteria must deal with changes in environmental conditions, including increases in external osmolarity. While studies concerning bacterial response to this stress condition have focused on soil, marine and enteric species, this report is about *Caulobacter crescentus*, a species inhabiting freshwater oligotrophic habitats.

**Results:**

A genomic analysis reported in this study shows that most of the classical genes known to be involved in intracellular solute accumulation under osmotic adaptation are missing in *C. crescentus*. Consistent with this observation, growth assays revealed a restricted capability of the bacterium to propagate under hyperosmotic stress, and addition of the compatible solute glycine betaine did not improve bacterial resistance. A combination of transcriptomic and proteomic analyses indicated quite similar changes triggered by the presence of either salt or sucrose, including down-regulation of many housekeeping processes and up-regulation of functions related to environmental adaptation. Furthermore, a GC-MS analysis revealed some metabolites at slightly increased levels in stressed cells, but none of them corresponding to well-established compatible solutes.

**Conclusion:**

Despite a clear response to hyperosmotic stress, it seems that the restricted capability of *C. crescentus* to tolerate this unfavorable condition is probably a consequence of the inability to accumulate intracellular solutes. This finding is consistent with the ecology of the bacterium, which inhabits aquatic environments with low nutrient concentration.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12866-015-0404-x) contains supplementary material, which is available to authorized users.

## Background

An increase in the extracellular concentration of either ionic or non-ionic solutes is one of the several conditions to which microorganisms must cope with in order to remain viable. High external osmolarity leads to dehydration of the cytoplasm and reduction of the cell turgor [1,2]. The consequent increase in the cytoplasmic ion concentration causes disturbances on several cellular processes, such as central and secondary metabolic pathways, protein metabolism, and cell motility and development. As no active transport mechanism for water is present, microorganisms must employ one of two basic strategies to counteract the deleterious effects of the hyperosmotic stress. In members of the archaeal group Halobacteriaceae as well as in obligately halophilic bacterial anaerobes, all adapted to high-saline environments, potassium ions (K^+^) are accumulated at very high intracellular concentrations [3,4]. This is related to an extensive protein structure adaptation such as an increased proportion of acidic amino acid residues on the surface, attracting K^+^ and water molecules.

Most other microorganisms adapt to high osmolarity by accumulating a restricted range of highly soluble molecules with no net charge at physiological pH, referred to as compatible solutes owing to their compatibility with cellular processes at high internal concentrations [5,6]. In the Gram-negative bacterium *Escherichia coli*, where the hyperosmotic response has been extensively studied, the initial phase of osmoadaptation is characterized by a fast intracellular accumulation of K^+^ and the counter-ion glutamate [7,8]. While K^+^ is rapidly taken up from the environment within minutes upon the osmotic shock, glutamate is mainly synthesized and accumulates at a much slower rate. K^+^ uptake in *E. coli* is performed by the combined action of three specialized transport systems: the P-type ATPase Kdp, which is energized by ATP hydrolysis, and the Trk and Kup systems, that take up K^+^ in symport with a proton [7,8].

It is assumed that K^+^/glutamate act as a second messenger to trigger and coordinate the subsequent osmotic response, characterized by the uptake and/or synthesis of compatible solutes [9,10]. Glycine betaine is the preferred compatible solute for the majority of bacteria. Although *de novo* synthesis of glycine betaine is restricted to some phototrophic bacteria, many microorganisms, including *E. coli*, are able to take up choline from the surrounding environment and convert it in glycine betaine by the Bet system [11]. In addition, glycine betaine released in the bathing medium by either the primary microbial producers or the decaying activity can be transported into the cells by the transmembrane protein ProP and the multi-component binding-protein-dependent transport system ProU. Both transport systems are also involved in the uptake of the compatible solute proline. Despite the widespread capability of synthesizing proline, Gram-negative bacteria accumulate this solute mainly by the transport systems ProP and ProU. Like proline, the compatible solute carnitine plays a role in osmoadaptation, accumulating into the cells mainly by transport from the external environment. Furthermore, endogenous osmoprotection in Gram-negative bacteria is achieved by synthesis of the nonreducing glucose disaccharide trehalose by using three distinct substrates: activated glucose (OstAB system), glucose oligosaccharides (TreYZ) and the reducing disaccharide maltose (TreS) [12-14].

*Caulobacter crescentus* is an oligotrophic free-living α-proteobacterium, normally found in habitats with very low concentrations of organic substances [15,16]. Genome analysis reveals a large number of genes that could enable an adaptation of the bacterium to dilute aquatic conditions [17]. Besides continuous starvation, *C. crescentus* can also experience fluctuations in other environmental parameters, including increases in the external osmotic pressure. To date only a few genes were reported to be involved in *C. crescentus* response to hyperosmotic stress, including the paralogous extracytoplasmic function (ECF) sigma factors σ^T^ and σ^U^ [18-20]. Therefore, the capability of this bacterium to cope with hyperosmotic stress and the molecular systems involved in this response are still poorly characterized. Here, we list *C. crescentus* genes presumably involved in the synthesis or uptake of classical solutes related to osmoadaptation, analyze the sensitivity of cells to high extracellular concentrations of an ionic (sodium chloride) and a non-ionic (sucrose) solute, and describe changes in global gene expression, protein synthesis and metabolites to characterize the response of *C. crescentus* to hyperosmotic stress.

## Results

### *C. crescentus* lacks most of the classical genes involved in hyperosmotic stress

As the capability of *C. crescentus* to cope with hyperosmotic stress is not as well addressed as the adaptation to low nutrient environment, we first performed an *in silico* search for genes presumably involved in intracellular accumulation of classical solutes following an increase in the external osmotic pressure. This genomic analysis led to the identification of *C. crescentus* genes belonging to two of the three systems involved in the potassium uptake: Kup (CC_0131) and Kdp (CC_1591 - CC_1595) (Figure 1A and Additional file 1: Table S1). Genes presumably acting on glutamate synthesis were also identified using this approach (CC_1969, CC_2082 and CC_3606 - CC_3607). With respect to compatible solutes, only one gene with a possible role in accumulation of glycine betaine (CC_2642, probably corresponding to the first enzyme in conversion of choline into glycine betaine) and the three genes related to proline synthesis from glutamate (CC_0314, CC_0494 and CC_3430) were found in the genome of *C. crescentus*. Therefore, in theory *C. crescentus* can mediate the uptake of potassium and synthesize glutamate and proline, but has little, if any, ability to accumulate other classical solutes related to osmoadaptation.

**Figure 1:**
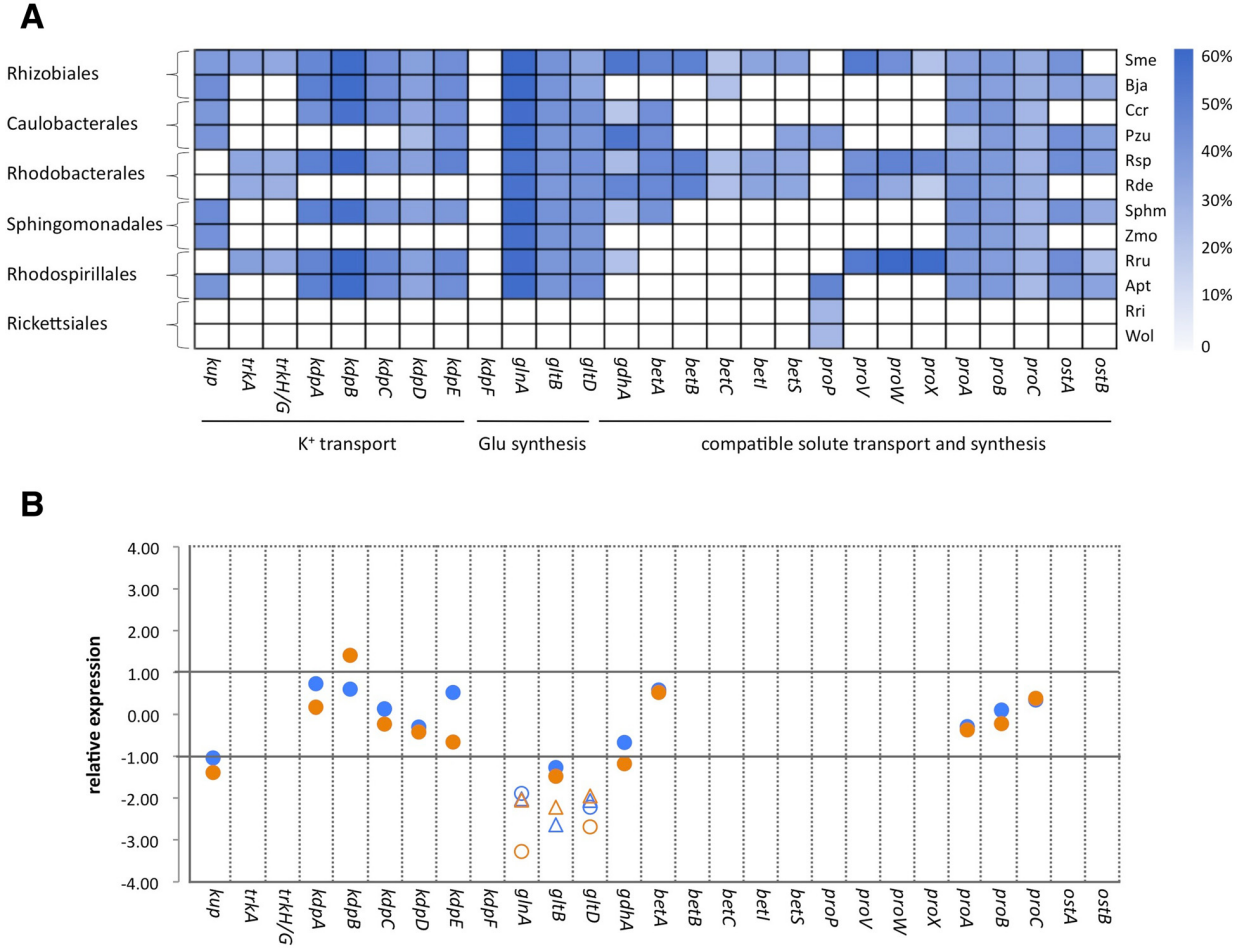
**Potential of** ***C. crescentus*** **in accumulating osmoprotectant solutes. A)** Schematic representation of the repertory of genes putatively related to accumulation of classical solutes under hyperosmotic stress in representatives of each α-proteobacterial family. The intensity of the blue color reflects the identity relative to the corresponding gene of *E. coli* in local sequence alignment; a white box means that the organism does not possess a homolog for the corresponding gene. Sme, Bja, Ccr, Pzu, Rsp, Rde, Sphm, Zmo, Rru, Apt, Rri, Wol and Eco correspond to *Sinorhizobium meliloti* 1021*, Bradyrhizobium japonicum* USDA110*, Caulobacter crescentus* CB15*, Phenylobacterium zucineum*, *Rhodobacter sphaeroides* 2.4.1*, Roseobacter denitrificans*, *Sphingomonas sp*. MM-1, *Zymomonas mobili*s subsp. *mobilis* ZM4, *Rhodospirillum rubrum* ATCC11170*, Acetobacter pasteurianus* IFO 3283–01, *Rickettsia rickettsii* Sheila Smith, *Wolbachia sp*.wMel and *Escherichia coli*. K-12 MG1655, respectively. Accession numbers (locus number) of the corresponding homologs are shown in Additional file 1: Table S1. **B)** Relative abundance of transcript (circle) and protein (triangle) corresponding to genes presumably involved in accumulation of classical solute following either sucrose (blue) or salt stress (orange). Significant changes are denoted as open symbols. Values are log2 and represent the average of three independent biological experiments. Absence of data for a gene indicates that no homologue was identified in *C. crescentus* genome (white color in panel **A**). Particularly for protein data, the absence can also indicate that the corresponding spot was not determined by mass spectrometry analysis, so the relative intensity could not be measured.

With the aim of comparing the expected capability of *C. crescentus* to transport and synthesize classical solutes with that of other α-proteobacteria, we performed similar searches in the genomes of representative species of this bacterial group. Like *C. crescentus*, *Bradyrhizobium japonicum*, *Phenylobacterium zucineum*, *Sphingomonas sp.*, *Zymomonas mobilis*, and *Acetobacter pasteurianus* possess genes related to potassium uptake, but none belonging to the TrK system (Figure 1A and Additional file 1: Table S1). However, genes presumably involved in the synthesis or transport of compatible solutes other than proline were identified in the genome of these α-proteobacterial species, suggesting a more pronounced capacity of these bacteria to undergo the secondary compatible solute based response to increased extracellular osmotic pressure.

The *trK* genes were identified only in *Sinorhizobium meliloti*, *Rhodobacter sphaeroides*, *Roseobacter denitrificans*, and *Rhodospirillum rubrum* (Figure 1A and Additional file 1: Table S1). Curiously, genes related to the uptake and synthesis of compatible solutes were found to be well represented in these α-proteobacteria, suggesting a higher capacity in coping with hyperosmotic stress. Considering the presumable ability to accumulate solute in response to hyperosmotic stress, *Rickettsia rickettsii* and *Wolbachia sp*. were the more compromised of the species analyzed, as these bacteria seem to possess only genes related to proline transport.

Taken together, the *in silico* analysis implies that members of the α-Proteobacteria group are very heterogeneous with respect to the expected capability to transport and synthesize classical solutes following osmotic upshock and that *C. crescentus* is one of the bacteria whose genome is deficient in genes involved in such biological process.

### Sucrose exposure causes a more drastic impact on *C. crescentus* than salt stress

When grown in complex medium PYE (peptone yeast extract), *C. crescentus* is known to tolerate up to 85 mM NaCl or 150 mM sucrose [18,20]. Previously, we used the same concentrations to evaluate the involvement of σ^T^ in *C. crescentus* stress response when cultured in minimal salt medium [19,20]. Despite this, the capacity of *C. crescentus* to tolerate hyperosmotic stress in minimal medium, which appears to be more closely related to the condition encountered by the bacterium in its natural habitats, has not been fully addressed. In order to better establish the effect of hyperosmotic stress on *C. crescentus* growth and viability in minimal medium, bacterial cultures propagated to early exponential phase were exposed to different concentrations of either NaCl or sucrose. This analysis showed reduction in the growth rate at NaCl concentrations ranging from 40 to 100 mM (Figure 2A). Surprisingly, bacterial survival was not affected under all concentrations tested, even 8h after more pronounced challenges (treatment with 150 or 200 mM), suggesting that NaCl treatment leads to a decrease in growth rate without resulting in accentuated mortality of the cells.

**Figure 2:**
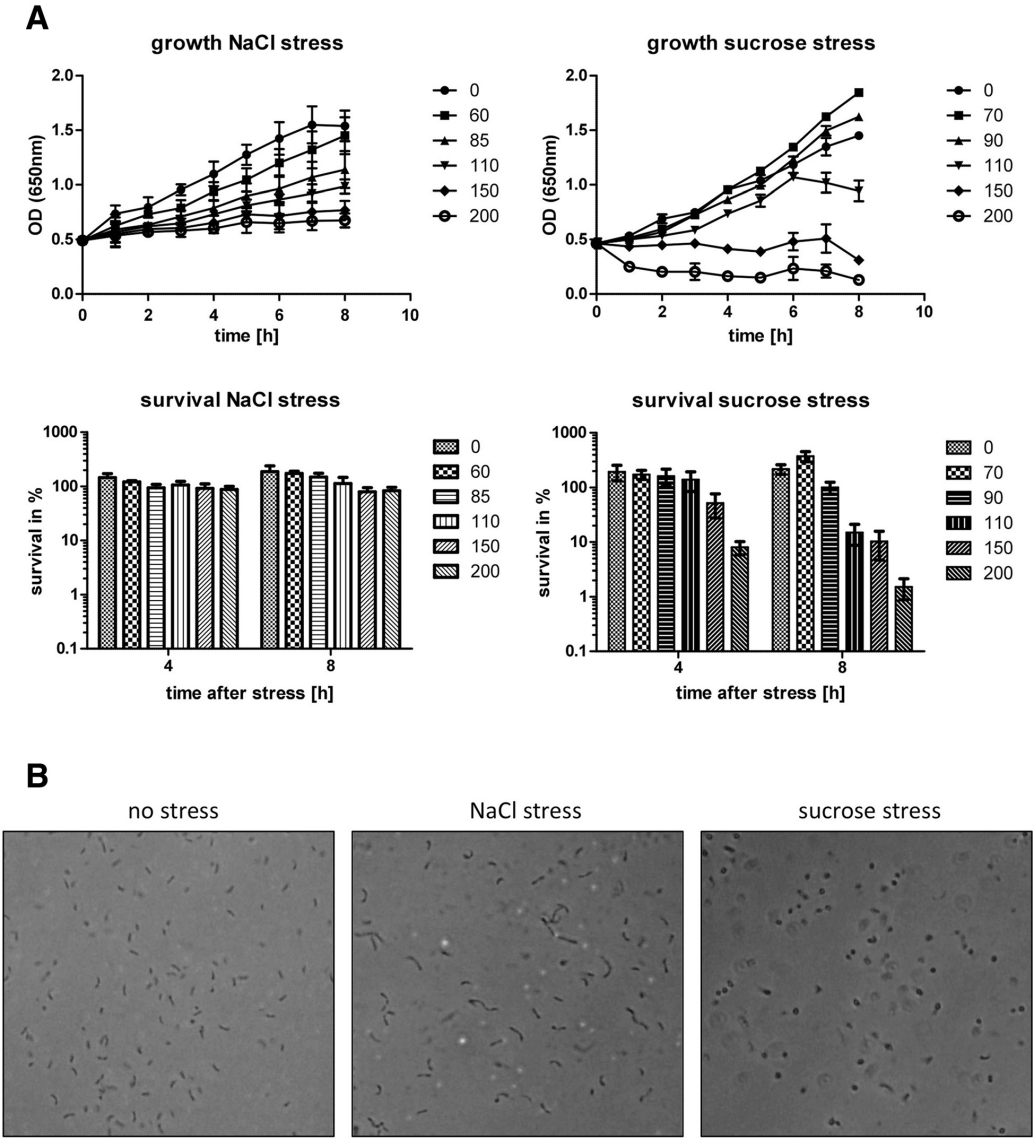
**Ability of** ***C. crescentus*** **to grow and survive under hyperosmotic stress. A)** Growth curves and survival rates of *C. crescentus* in synthetic medium before and after challenge with different concentrations of sodium chloride and sucrose. After reaching an optical density of 0.7 (OD _600 nm_), cells were stressed with sodium chloride or sucrose at concentrations ranging from 40/50 to 200 mM. To measure cell viability, aliquots were removed immediately before and 4h and 8h after exposure to stress condition. Values correspond to the fraction of surviving cells under stress relative to that determined immediately before exposure to stress. Data are mean values of three independent experiments; bars represent the standard error. **B)** Cell morphology under hyperosmotic stress. Exponentially growing cells (OD _600 nm_ = 0.7) were challenged with either 60 mM NaCl or 110 mM sucrose, and phase contrast micrographic images were obtained from cultures kept under these conditions for 24 h. A non-stressed culture was used as control.

Sucrose treatment (from 50 to 110 mM) also caused an impact on *C. crescentus* growth in a dose-dependent manner (Figure 2A). However, in contrast to the effect of salt stress, exposure to high sucrose concentrations (110 mM or higher) resulted in decreased viability of the cells. Furthermore, cells at these high sucrose concentrations lost their characteristic morphology throughout the experiments, shifting to a spherical shape (Figure 2B) and becoming more susceptible to lysis after suspension in distilled water. Thus, sucrose stress produces a more pronounced effect upon *C. crescentus*.

Although glycine betaine is known to be a compatible solute that is taken up and/or synthesized in response to osmotic upshift [11], we found no protective effect of this compound upon growth and viability of *C. crescentus* cells exposed to either NaCl or sucrose at concentrations that decreased the rate of growth but did not lead to a complete growth arrest (data not shown). Combined, these results are in accordance to data from *in silico* analysis showing a very restricted or no capability of *C. crescentus* cells in accumulating classical solutes under hyperosmotic stress.

### Global changes in gene expression and protein synthesis

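Total RNA of *C. crescentus* NA1000 was taken from cells without stress and from cells treated for 30 min with 110 mM sucrose or 60 mM NaCl. The methods give an optical density of 0.7 before treatment, whereas the sample labels give 0.5. Each array compared a pair of RNA samples that carried different dyes, read in a green (Cy3) and a red (Cy5) channel. Of the 9 arrays, 3 set sucrose stress against no stress and 3 set NaCl stress against no stress. The other 3 set both stresses against each other. Each array held 43979 gene probes of 60 bases and 1227 control spots. The probes covered 3755 genes from base 399 before the predicted start codon to base 200 from it on, a wider region than the methods state. The authors' Feature Extraction software (version 9.5.3.1) subtracted the background and scaled each dye by a single factor per array, and the deposited values are log10 ratios of red over green. These were converted to log2. Spots that the software marked as non-uniform or as population outliers, between 2.16% and 8.63% of gene probes on the 6 arrays against no stress, were left out. As in the methods, the log2 ratios of probes downstream of the start codon were averaged per gene. These are 10015 probes, and 2526 genes have 3 of them, 1208 have a pair and 21 have 1. On these 6 arrays, between 97.25% and 99.04% of gene probes were well above background in green and between 97.12% and 98.78% in red. The median signal over background per array ranged from 10.5 to 19.7 in green and from 8.02 to 14.0 in red. A gene was counted as changed when its log2 ratio lay beyond 1 in the same direction in all 3 arrays, the rule stated in the methods. Beside it, limma was fitted over all 9 arrays with a coefficient for each comparison, with Benjamini-Hochberg adjustment over all genes. The labels place the stressed RNA in the green channel, but red over green has the sign that Table S2 gives for stress over no stress. The direction of the paper is used throughout, and read by the labels every sign would be the opposite. The methods and the labels also differ in the labelling chemistry, which is amino allyl dUTP with dyes coupled afterwards in the methods and dye-carrying dCTP in the labels.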

To get a comprehensive picture of the adaptation process to an increase in osmolarity of the medium, we monitored gene expression changes in *C. crescentus* after an osmotic upshift using DNA microarrays. In addition, changes in protein levels of the cytosolic proteome were monitored by two-dimensional gel electrophoresis followed by protein identification by mass spectrometry. As treatment of cells with 110 mM sucrose resulted in a slight growth similar to that observed in the presence of 60 mM NaCl (Figure 2A), and a higher incorporation of L-[^35^S]-methionine into protein was measured under these conditions relative to the complete growth arrested cell cultures, 110 mM sucrose and 60 mM NaCl were chosen for the transcriptomic and proteomic analyses. To minimize secondary effects of the hyperosmotic stress, samples were taken just 30 min after the stress challenge.

By analyzing global transcriptome, 393 genes were identified as differentially expressed following osmotic upshift (Additional file 2: Table S2). 

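Of the 3755 genes, 604 passed the threshold under at least 1 of the stresses, 320 upward and 284 downward. No gene passed it upward under one stress and downward under the other. By limma, 360 genes under sucrose and 740 under NaCl had an adjusted p under 0.05 and a mean log2 ratio beyond 1, and these include all genes that passed the threshold in that stress. At any size of change, 2311 genes under sucrose and 2660 under NaCl had a limma adjusted p under 0.05. A gene with no usable spot on an array cannot pass, and 71 of the genes lack a value on at least 1 of the 9 arrays. The copy of Table S2 used here lacks 4 of the open reading frames that the paper counts and lists a transcript value for 393. The choice that moved the counts most was the inclusion of probes upstream of the start codon, with which the number of genes changed by sucrose was 171 and the number of genes changed by NaCl was 372.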

In the proteome experiments, 125 protein spots displayed significant change in intensity after stress, and proteins corresponding to 72 spots could be identified (Additional file 3: Figure S1 and Additional file 2: Table S2). About two-thirds of the proteins identified correspond to genes also differentially expressed according to transcriptomic analyses. The remaining proteins were identified only by proteomic analyses, suggesting that both transcriptional and posttranscriptional controls are involved in the regulation of genes under hyperosmotic stress in *C. crescentus*. Together, our experimental procedures allowed us to identify a total of 425 open reading frames whose expression levels changed under at least one of the conditions tested (NaCl or sucrose stress), which are about 10% of all genes predicted in *C. crescentus* genome. Among those open reading frames identified in both experimental approaches as affected by osmotic stress, we could observe a perfect correlation between the transcriptome and the proteome data.

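The copy of Table S2 lists a protein change for 66 entries under sucrose and 60 under NaCl. Of the 26 entries under sucrose with a listed transcript value as well, the log2 ratio computed from the arrays had the sign of the protein change in 26, and 24 passed the threshold in that direction. Under NaCl there were 33 such entries, of which 33 had the sign of the protein change and 32 passed the threshold in that direction. These entries were chosen by the study partly on the same arrays. Among the entries with a protein change but no transcript value listed for that stress, the sign was the same in 38 of 40 under sucrose and in 25 of 27 under NaCl. Some of the 40 have a transcript value listed for another comparison, so they are not all free of selection on these arrays. The gel data were not analysed here beyond the direction that the table gives.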

High salinity stress led to up-regulation of 143 genes and resulted in an increased synthesis of 27 proteins, whereas 209 genes and 33 proteins were found to be down-regulated (Additional file 2: Table S2). 

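Under NaCl, 290 genes lay above a log2 ratio of 1 in all 3 arrays and 279 lay below -1. Adjusted with limma, 398 genes were higher and 342 lower at an adjusted p under 0.05 and a mean beyond 1. The copy of Table S2 lists 143 genes as up-regulated and 209 as down-regulated by NaCl, and 136 and 205 of these passed the threshold in the listed direction. A further 228 genes passed it without being listed for NaCl. The largest mean increases were those of CC_2644, CC_2348 and CC_3291, and the largest decreases those of CC_1119, CC_0257 and CC_0050. CC_1119, which encodes a sulfite reductase subunit (cysI), had a mean log2 ratio of -5.51 ± 0.39 (SD, n = 3 arrays; limma adjusted p = 2.84e-10). Of the genes not listed for NaCl, CC_0997, CC_0262 and CC_1849 increased most, with mean log2 ratios of 3.04 ± 0.86, 2.91 ± 0.28 and 2.83 ± 0.28 (SD). The downstream probes of CC_0997 had opposite signs and ranged from -0.16 to 3.56. CC_1780, CC_3215 and CC_2018 decreased most among the genes not listed for NaCl, with mean log2 ratios of -3.93 ± 0.15, -3.65 ± 0.09 and -2.71 ± 0.13 (SD). The limma adjusted p values of these 6 genes lie between 2.97e-10 and 1.02e-06.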

Sucrose stress increased the expression of 100 genes and 33 proteins and led to down-regulation of 113 genes and 33 proteins. 

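Under sucrose, 160 genes lay above a log2 ratio of 1 in all 3 arrays and 122 lay below -1. By limma, 200 genes were higher and 160 lower with a mean beyond 1 and an adjusted p under 0.05. Of the 100 genes that the copy of Table S2 lists as up-regulated by sucrose, 99 passed the threshold, and of the 113 listed as down-regulated, 100 did. A further 83 genes passed it without being listed for sucrose. CC_1136, CC_1135 and CC_1133 had the largest increases, and CC_1119, CC_1777 and CC_3501 the largest decreases. The mean log2 ratio of CC_1119 was -5.05 ± 0.16 (SD, n = 3 arrays; limma adjusted p = 4.17e-10). That of CC_1777, which encodes a superoxide dismutase (sodA), was -4.39 ± 0.50 (SD; limma adjusted p = 7.36e-08), and that of CC_3501, a PepSY-associated protein, was -4.37 ± 0.22 (SD; limma adjusted p = 2.12e-10). Among genes not listed for sucrose, the largest increases were 2.20 ± 0.17 for CC_0798, 2.16 ± 0.19 for CC_0945 and 2.13 ± 0.69 for CC_2286 (SD). The largest decreases among them were -2.41 ± 0.43 for CC_3500, -2.41 ± 0.19 for CC_2018 and -1.9 ± 0.12 for CC_2138 (SD). For CC_3500, the 2 downstream probes had opposite signs, with mean log2 ratios of -5.61 and 0.79.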

A total of 75 genes and 25 proteins were up-regulated, and 97 genes and 29 proteins were down-regulated under both stress conditions. 

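Past the threshold under both stresses were 130 genes upward and 117 downward, 247 in all. Sucrose alone moved 35 genes past it, 30 upward and 5 downward. NaCl alone moved 322, of which 160 rose and 162 fell. With probes upstream of the start codon included, the genes changed by both stresses were 156, of which 65 rose and 91 fell.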

At a first glance, this seemed to imply that about half of the differentially regulated genes in the presence of NaCl were not regulated after sucrose stress and only few genes were differentially expressed exclusively in the presence of sucrose. However, most of the up- or down-regulated genes observed after high salinity exposure were regulated in the same way after sucrose stress, although many of them did not reach the selected threshold (log_2_ ratio of +1 or −1) (data not shown). Therefore, in general our data suggest that the two different osmotic stressors produce similar changes in gene expression. This is more evident in the protein levels, as just few proteins were differentially synthesized under only one stress condition (Additional file 3: Figure S1 and Additional file 4: Figure S2 and Additional file 2: Table S2).

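Of the 569 genes past the threshold under NaCl, 568 had a mean log2 ratio of the same sign under sucrose, which is 99.8%. The exception was CC_3120, with mean log2 ratios of -0.32 under sucrose and 1.07 under NaCl. Of the 322 genes past the threshold under NaCl alone, 321 had the same sign under sucrose and 299 moved by more than 0.5 the same way. Their median log2 ratio under sucrose was 0.81 where NaCl raised them and -0.84 where it lowered them. Both comparisons can hold the same control RNA, and all stressed RNA lies in the same channel, so some of this shared direction would arise without any response. In 100 simulations of unchanged groups with shared control RNA, the same sign was found for 83.3% of the 569 genes furthest from 0 on average, and for 87.5% at most, and 0 genes passed the threshold. With a gene-specific dye effect added, of an SD of 0.25 across genes as estimated from the 3 comparisons, the simulated share was 99.7% on average and ranged from 99.1% to 100%. At most 2 unchanged genes then passed the threshold in a simulation, against the 569 observed. The simulated effects were drawn from a normal distribution, whereas single estimated effects were far larger than the SD, such as 2.64 for CC_0682. The simulated number can therefore be too low.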

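Across all 3755 genes, the mean log2 ratios under sucrose and NaCl had a Pearson r of 0.90. This is a correlation across genes, which are not independent replicates. A limma contrast of sucrose minus NaCl over the arrays against no stress had an adjusted p under 0.05 for 822 genes, 439 of them higher and 383 lower under sucrose. This count was smaller when any replicate was left out, and ranged from 198 to 482. Of genes with an adjusted p under 0.05 in each stress, 22 had opposite signs. The paper reasons that most genes regulated by NaCl moved in the same way under sucrose, many of them short of the threshold, and from this it proposes that both stressors change gene expression similarly.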

### Cellular processes affected by osmotic stress in *C. crescentus*

Interestingly, a close inspection in the relative abundance of transcript corresponding to the repertory of genes presumably involved in K^+^ uptake (*kup* and *kdp*ABCDE), glutamate synthesis (*glnA*, *gltAB* and *gdhA*) and proline syntheis (*pro*ABC) showed no significant up-regulation. Instead, *glnA* and *gltD* were down-regulated after both sucrose and salt stresses (Figure 1B). Accordingly, three protein spots whose intensities decreased following hyperosmotic stress corresponded to GlnA, GltB and GltD. Therefore, besides the absence in *C. crescentus* of most of the genes related to classical solutes accumulation, increase in the corresponding transcript and protein under hyperosmotic stress was not ascribed to any of those that are present.

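The 14 genes that Table S1 lists for *C. crescentus* include *betA* beside the genes for K+ uptake, glutamate synthesis and proline synthesis. None of them rose past the threshold in all 3 arrays under either stress. By limma, 5 of the 14 were higher at an adjusted p under 0.05 under each stress and 7 were lower, and these counts were the same adjusted over the list alone and over all genes tested. Mean log2 ratios (SD, n = 3 arrays) were -1.04 ± 0.18 under sucrose and -1.4 ± 0.09 under NaCl for *kup* (CC_0131). *kdpA* (CC_1591) rose by 0.74 ± 0.07 under sucrose (limma adjusted p = 0.000305) and had a ratio of 0.17 ± 0.38 under NaCl, where its spread exceeded the mean and the sign changed without replicate 2 and with all probes of the gene. The ratios of *kdpB* (CC_1592) were 0.80 ± 0.50 and 0.77 ± 0.23, and those of *kdpE* (CC_1595) were 0.53 ± 0.16 and 0.66 ± 0.09, under sucrose and NaCl in this order. In the same order, *kdpC* (CC_1593) had 0.14 ± 0.07 and 0.23 ± 0.07, and *kdpD* (CC_1594) had -0.37 ± 0.12 and -0.42 ± 0.17. Once the dye effect was taken out, *kdpD* under sucrose was 0.02. With all probes of the gene, *kdpC* under NaCl was -0.09. The choline dehydrogenase gene *betA* (CC_2642) rose by 0.62 ± 0.15 under sucrose and 0.75 ± 0.18 under NaCl (limma adjusted p = 0.000185 and 2.93e-05). The proline synthesis genes stayed within 0.46 of 0. *proA* (CC_3430) had -0.29 ± 0.04 and -0.38 ± 0.13, *proB* (CC_0314) 0.10 ± 0.11 and -0.23 ± 0.14, and *proC* (CC_0494) 0.34 ± 0.08 and 0.46 ± 0.25. The sign of *proB* under sucrose changed with normexp background correction and loess, and that of *proC* under sucrose with all probes. Downstream probes of opposite sign lie behind the means of *kdpA*, *kdpD*, *proC* under NaCl, of *proA* under sucrose and of *kdpC* and *proB* under both stresses.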

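The mean log2 ratio of *glnA* (CC_1969) was -2.17 ± 0.23 under sucrose and -3.43 ± 0.10 under NaCl (SD, n = 3 arrays; limma adjusted p = 6.71e-08 and 1.11e-09). *gltD* (CC_3606) fell by 2.22 ± 0.27 under sucrose and by 2.69 ± 0.07 under NaCl on the log2 scale. The large subunit gene *gltB* (CC_3607) had -1.27 ± 0.11 and -1.48 ± 0.18 and also passed the threshold under both, although its downstream probes had opposite signs, from -2.82 to 0.16 under sucrose and from -3.58 to 0.51 under NaCl. *gdhA* (CC_2082) passed it under NaCl alone, with -1.18 ± 0.21 (limma adjusted p = 6.92e-07) against -0.68 ± 0.13 under sucrose. With all probes of the gene, its ratio under sucrose was 0.02.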

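Counted over the 14 genes of Table S1, 0 passed the threshold upward under either stress. Downward, 3 passed it under sucrose and 5 under NaCl. The limma count of 5 higher genes under NaCl was 1 with the dye effect taken out and 3 with all probes of the gene. The number of such calls therefore depends on the processing, but the drop to 1 goes with a larger standard error. With the dye effect taken out, the ratio under NaCl draws on all 3 comparisons. That of *kdpB* under NaCl rose from 0.77 to 1.03, while its limma adjusted p went from 0.00119 to 0.0616. With the dye effect taken out, the ratios of these 5 genes stayed above 0, from 0.17 for *kdpC* to 1.03 for *kdpB*. All 14 genes have a value in every array used for these counts.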

In order to associate genes with cellular processes, we carried out a thorough reannotation of the additional genes and proteins differentially regulated by searching for conserved domains and sequence similarity. Gene products were then clustered into functional categories (Figure 3). 

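Counted over the categories that the copy of Table S2 gives, the genes past the threshold were spread as follows. In protein synthesis, 30 of 72 entries passed downward under sucrose and 67 under NaCl, and 1 passed upward under each. In amino acid metabolism, 14 of 23 passed downward under sucrose and 19 under NaCl, and 1 passed upward under NaCl. In energy metabolism, 10 of 43 passed upward and 6 downward under sucrose, against 5 and 27 under NaCl. In transport, 16 of 39 passed upward and 12 downward under sucrose, against 19 and 15 under NaCl. Environmental adaptation had 15 of 29 upward and 3 downward under sucrose, and 16 and 7 under NaCl. Among 98 proteins of unknown function, 39 passed upward and 14 downward under sucrose, and 62 and 29 under NaCl. Entries that the study chose on these arrays fill the categories, so these numbers describe them and are no independent test.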

In general, this clusterization indicates that the main functional categories were equivalently enriched under both conditions, further suggesting that, in general, sucrose and NaCl lead to similar responses in the bacterium.

**Figure 3:**
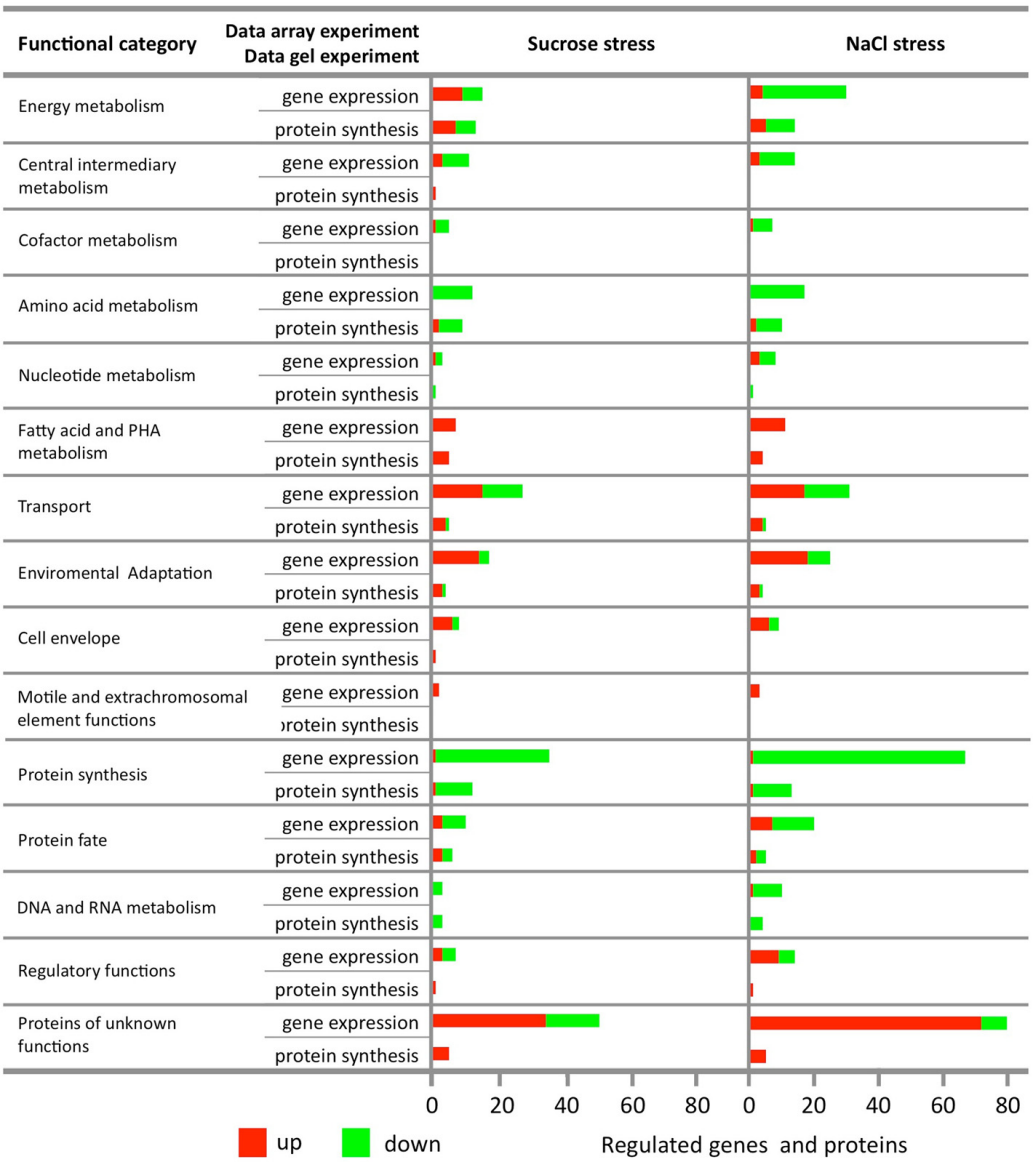
**Global gene expression in** ***C. crescentus*** **under hyperosmotic stress.** Functional classification of up- (red) and down- (green) regulated genes and proteins in *C. crescentus* after challenge to 110 mM sucrose and 60 mM NaCl. Bars indicate the number of genes in each group that were significantly regulated after 30 min of stress.

### Protein metabolism

Data showed a general down-regulation of genes/proteins involved in translation, including almost all ribosomal proteins, several translation factors and some proteins required for tRNA synthesis, aminoacylation and ribosome biogenesis. 

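The copy of Table S2 holds 52 ribosomal protein genes. Under NaCl, the mean log2 ratio of 52 lay below 0 and 50 passed the threshold downward, with a median of -2.46 and a range of -4.14 to -0.38. Under sucrose, 51 lay below 0 and 26 passed the threshold downward, and the median was -1.17. Under NaCl 51 lay below 0 with all probes of the gene, and under sucrose 52 did with normexp background correction and loess and with the dye effect taken out. The count of 26 was 37 with normexp background correction and loess, and 22 with all probes of the gene. The gene for ribosomal protein S17 (rpsQ, CC_1257) had -1.88 ± 0.28 under sucrose and -3.71 ± 0.08 under NaCl (SD, n = 3 arrays; limma adjusted p = 3.74e-06 and 8.45e-09), and that for L10 (rplJ, CC_0496) had -2.08 ± 0.17 and -4.02 ± 0.25. Of 8 translation factors, 1 passed the threshold under sucrose and 6 under NaCl, all downward. The gene for elongation factor EF-Tu (tufB, CC_1240) had -0.45 ± 0.27 under sucrose and -1.69 ± 0.09 under NaCl, past the threshold under NaCl alone. Without replicate 3 its ratio under sucrose was -0.31 (limma adjusted p = 0.108). With the dye effect taken out, the ratio of *tufB* was -1.03 under sucrose (limma adjusted p = 0.000917) and -2.27 under NaCl. Under sucrose it did not pass the threshold in that setting either. Among 5 genes for tRNA aminoacylation, 0 passed under sucrose and 5 under NaCl. By limma, all 5 had an adjusted p under 0.05 in each stress. The count under NaCl was 2 with normexp background correction and loess, 1 with all probes of the gene and 5 with the dye effect taken out. With all probes, CC_2529 of these 5 lay above 0 under sucrose. For 5 genes of tRNA modification and ribosome biogenesis, 3 passed downward under sucrose and 5 under NaCl.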

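In the protein synthesis category of Table S2, 1 gene passed the threshold upward. This was *yfiA* (CC_3597), for a ribosomal subunit interface protein, with a mean log2 ratio of 2.67 ± 0.17 under sucrose and 3.40 ± 0.21 under NaCl (SD, n = 3 arrays; limma adjusted p = 3.57e-09 and 3.97e-10). With all probes of the gene, *yfiA* lay within 1 of 0 under both stresses, and 0 genes of the category passed upward. A further gene of this category had a mean above 0 under sucrose, without passing the threshold, and below 0 with the dye effect taken out, with normexp background correction and loess and with all probes of the gene.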

The unique gene/protein acting on translation with increased expression is related to the hibernation factor YfiA, a protein responsible for inactivation of 70S ribosomes by direct binding to the 30S ribosomal subunit [21]. 

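Among the 23 genes of amino acid metabolism in the copy of Table S2, 20 had a mean log2 ratio below 0 under sucrose and 21 under NaCl. The median was -1.44 under sucrose and -2.14 under NaCl. *metK* (CC_0050), for S-adenosylmethionine synthetase, had -3.19 ± 0.20 and -4.61 ± 0.23 (SD, n = 3 arrays; limma adjusted p = 9.52e-09 and 3.97e-10) under sucrose and NaCl. *achV* (CC_0257), for an adenosylhomocysteinase, had -3.12 ± 0.28 and -4.64 ± 0.05. In folate metabolism, 2 of 3 genes passed the threshold under sucrose and 3 under NaCl. *gcvT* (CC_3355) had -2.08 ± 0.11 and -2.75 ± 0.23. For *metF* (CC_2140) the ratios were -1.72 ± 0.13 and -2.07 ± 0.57, and its downstream probes had opposite signs under both stresses.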

A general decrease in expression was also observed for genes/proteins related to amino acid and folate biosynthesis. Several genes/proteins involved in chaperoning and secretion processes were also down-regulated in the presence of salt or sucrose. Thus, all these changes might suggest a strong reduction in protein synthesis following an increase in the external osmotic pressure.

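Of 8 genes for protein folding and stabilization in the copy of Table S2, all had a mean log2 ratio below 0, and 4 passed the threshold under sucrose and 8 under NaCl. Protein secretion gave 2 of 4 under sucrose and 4 of 4 under NaCl. *groEL* (CC_0685) had -2.22 ± 0.17 under sucrose and -2.68 ± 0.21 under NaCl (SD, n = 3 arrays). *dnaK* (CC_0010) had -0.96 ± 0.15 under sucrose, just short of the threshold, and -1.51 ± 0.18 under NaCl (limma adjusted p = 6.26e-06 and 8.3e-08). *secY* (CC_1268), for a subunit of the preprotein translocase, had -1.18 ± 0.22 and -1.82 ± 0.23.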

### Carbon and energy metabolism

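The 10 glycolysis and gluconeogenesis genes of Table S2 had a median log2 ratio of -0.83 under sucrose and -1.70 under NaCl, and 2 and 9 of them passed the threshold downward. The glucokinase gene (CC_3167) went the other way, with 1.57 ± 0.31 under sucrose, past the threshold upward, and 1.81 ± 0.77 under NaCl (SD, n = 3 arrays), where it did not pass in every array. Its ratios with the dye effect taken out were 0.74 and 0.98, short of the threshold. For 17 genes of oxidative phosphorylation, the medians were -0.91 and -1.62, with 4 and 15 past the threshold downward. The aldolase gene *fbaA* (CC_3250) had -2.82 ± 0.13 under sucrose and -3.49 ± 0.14 under NaCl (SD, n = 3 arrays; limma adjusted p = 2.45e-09 and 3.17e-10). The pyruvate dehydrogenase E1 component gene CC_1727 had -0.89 ± 0.16 and -1.78 ± 0.13, and the citrate synthase gene (CC_1906) had -0.81 ± 0.16 and -1.78 ± 0.03. A ubiquinol oxidase gene (*qoxB*, CC_1772) had -1.92 ± 0.35 and -2.95 ± 0.35, with downstream probes of opposite sign under sucrose. For *atpB* (CC_0368), an ATP synthase subunit, the ratios were -1.34 ± 0.11 and -2.11 ± 0.05. *atpD* (CC_3447), for another subunit, rose by 0.79 ± 0.20 and 0.86 ± 0.27 (limma adjusted p = 0.000165 and 5.18e-05) without passing the threshold, but its ratios were 0.07 and 0.15 with the dye effect taken out and below 0 with all probes of the gene. Under sucrose it was also below 0 with normexp background correction and loess. CC_1727 and CC_1906 passed the threshold under NaCl alone, and *fbaA*, *qoxB* and *atpB* passed it under both stresses.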

We observed down-regulation of several genes/proteins participating in the central metabolism (glycolysis, pyruvate dehydrogenase complex, citric acid cycle, electron transport chain and ATP synthesis). On the other hand, some genes/proteins presumably involved in the Entner Doudoroff pathway were found up-regulated in osmotically stressed cells. Thus, the glucose metabolism seems to be redirected under hyperosmotic stress. 

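Table S2 places 5 genes in the Entner Doudoroff pathway, and 3 of them had a mean log2 ratio above 0 under both stresses. *kdgK* (CC_1057) had 1.42 ± 0.05 under sucrose and 1.33 ± 0.03 under NaCl (SD, n = 3 arrays; limma adjusted p = 1.54e-08 and 1.37e-08). *edd* (CC_2055) had 1.32 ± 0.11 and 1.30 ± 0.28, and passed the threshold under sucrose but not in every array under NaCl. Under sucrose *edd* was 0.78 with the dye effect taken out and 0.99 with normexp background correction and loess, short of the threshold. *zwf* (CC_2057) had 0.41 ± 0.09 and 0.46 ± 0.11 and did not pass it. With the dye effect taken out, its ratio under sucrose was 0.04 (limma adjusted p = 0.808). The aldolase gene CC_1495 had -0.58 ± 0.06 and -1.35 ± 0.05, and the carbohydrate kinase gene CC_1496 had -0.60 ± 0.14 and -1.36 ± 0.10, both past the threshold downward under NaCl.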

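All 14 genes of fatty acid and polyhydroxyalkanoate metabolism in the copy of Table S2 had a mean log2 ratio above 0 under both stresses and a limma adjusted p under 0.05, but not in every setting. The exception in sign is CC_2254, which was below 0 under both stresses with all probes of the gene and had -0.23 under sucrose with the dye effect taken out (limma adjusted p = 0.152). Of the 14, 8 passed the threshold upward under sucrose and 11 under NaCl, with 3 and 9 after normexp background correction and loess and 2 and 5 with all probes of the gene. The range was 0.70 to 3.05 under sucrose and 0.57 to 3.26 under NaCl. The largest ratio was that of the acyl-CoA synthetase gene CC_0944, with 3.05 ± 0.13 and 3.26 ± 0.24 (SD, n = 3 arrays; limma adjusted p = 2.72e-09 and 9.81e-10). The acyl-CoA dehydrogenase gene CC_0427 had 1.24 ± 0.06 and 1.66 ± 0.14.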

Very striking was the observation of the increased expression of genes/proteins involved in the fatty acid metabolism and polyhydroxyalkanoate (PHA) synthesis. This observation points out to the possibility that synthesis of PHA under hyperosmotic stress relies on the fatty acid *de novo* synthesis pathway, as previously shown [22,23]. In addition, genes/proteins involved in the synthesis of polyhydroxybutyrate, a very common kind of PHA, were found up-regulated under the tested stress conditions. Therefore, more than one of the routes for the PHA synthesis might be activated when external osmotic pressure is increased.

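The 6 polyhydroxyalkanoate metabolism genes of Table S2 all had means above 0, and 3 passed the threshold under sucrose and 4 under NaCl. These counts were 0 and 2 with normexp background correction and loess, and 1 and 2 with all probes of the gene. With the dye effect taken out they were 2 and 4. *phbA* (CC_0510), for acetyl-CoA acetyltransferase, had 1.21 ± 0.06 under sucrose and 1.56 ± 0.10 under NaCl (SD, n = 3 arrays; limma adjusted p = 9.19e-08 and 6.51e-09). The reductase gene *phbB* (CC_0511) had 0.85 ± 0.13 and 0.96 ± 0.12, and passed under neither stress. The polymerase gene *phbC* (CC_1380) had 1.14 ± 0.18 and 1.58 ± 0.27, and passed under NaCl alone.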

### Stress related metabolism and adaptations

Several of the up-regulated genes/proteins have been described previously as stress-responsive genes. In this category are a number of proteins required for degradation of denatured and misfolded proteins and those with a possible detoxification role, such as catalase, glutathione S-transferases, aldehyde dehydrogenases and cytochrome P450 family proteins. 

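Of 9 genes for degradation of proteins and peptides in the copy of Table S2, all had means above 0, and 4 passed the threshold under sucrose and 5 under NaCl. In other settings CC_3584 was below 0, under both stresses with normexp background correction and loess and under sucrose with the dye effect taken out. Among 18 detoxification genes, 6 passed upward and 4 downward under sucrose, and 7 and 8 under NaCl. With all probes of the gene, 1 passed upward and 3 downward under sucrose, and 2 and 6 under NaCl. The catalase gene *katG* (CC_3043) had 2.54 ± 0.13 under sucrose and 2.89 ± 0.26 under NaCl (SD, n = 3 arrays; limma adjusted p = 1.97e-08 and 4e-09). The aldehyde dehydrogenase gene CC_3580 had 3.16 ± 0.07 and 3.45 ± 0.25, and it was the highest of 3 such genes. The glutathione S-transferase gene CC_3088 had 1.22 ± 0.10 and 1.74 ± 0.07. For the cytochrome P450 genes, CC_0063 had 1.01 ± 0.48 and 1.58 ± 0.30, and CC_2997 had 0.76 ± 0.19 and 1.51 ± 0.13, both past the threshold under NaCl alone. With all probes of the gene, *katG*, CC_3088 and CC_0063 lay within 1 of 0 under both stresses. This was not so for CC_3580, or for CC_2997 under NaCl.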

Up-regulation of genes/proteins required for detoxification of H_2_O_2_ and toxic organic compounds might suggest that *C. crescentus* suffers oxidative stress under hyperosmotic stress. 

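The glutathione peroxidase gene CC_1730 had a mean log2 ratio of -1.12 ± 0.13 under sucrose and -1.59 ± 0.15 under NaCl (SD, n = 3 arrays; limma adjusted p = 2.45e-06 and 6.75e-08), and it passed the threshold under NaCl alone. For the alkyl hydroperoxide reductase subunits, *ahpC* (CC_2918) had -1.71 ± 0.07 and -2.48 ± 0.16, past the threshold under both, and *ahpF* (CC_2919) had -0.96 ± 0.08 and -1.3 ± 0.05, past it under NaCl alone.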

Curiously, expression of enzymes that detoxify H_2_O_2_ with the expense of reduced coenzyme (glutathione peroxidase and alkyl hydroperoxide reductase) was reduced in the presence of salt or sucrose. Other up-regulated targets include structural porins and enzymes involved in synthesis and degradation of surface sugars. This observation might be indicative of substantial modification in bacterial envelope during the process of adaptation to hyperosmotic stress.

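The genes for OmpA family proteins CC_0201, CC_0747 and CC_3229 had mean log2 ratios of 1.68 ± 0.12, 1.5 ± 0.10 and 1.74 ± 0.29 under sucrose (SD, n = 3 arrays). Under NaCl their ratios were 1.55 ± 0.19, 1.63 ± 0.23 and 1.89 ± 0.32, and each of these genes passed the threshold under both stresses. CC_3229 with the dye effect taken out was 0.78 under sucrose and 0.93 under NaCl, short of the threshold (limma adjusted p = 0.0147 and 0.0843). The ratios of these 3 genes with all probes of the gene were 0.71, 0.50 and 0.93 under sucrose, and 0.66, 0.66 and 1.10 under NaCl. The glycosyl transferase gene CC_1958 had 1.65 ± 0.21 and 1.57 ± 0.10 (limma adjusted p = 6.71e-08 and 4.33e-08). CC_3489, for a putative penicillin-binding protein, had 1.76 ± 0.03 and 1.90 ± 0.12 under sucrose and NaCl. Of the 11 cell envelope genes in the copy of Table S2, 8 passed the threshold upward under sucrose and 7 under NaCl, and 2 and 3 passed downward. The upward counts were 4 and 5 with the dye effect taken out, 6 and 6 with normexp background correction and loess, and 0 and 0 with all probes of the gene.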

### Transcription and regulatory function

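All 10 genes of RNA metabolism in the copy of Table S2 had a mean log2 ratio below 0, and 3 passed the threshold under sucrose and 9 under NaCl. The helicase gene CC_0835 had -1.60 ± 0.11 under sucrose and -2.49 ± 0.13 under NaCl (SD, n = 3 arrays; limma adjusted p = 2.57e-08 and 6.32e-10). *pnp* (CC_0034), for polyribonucleotide nucleotidyltransferase, had -0.83 ± 0.11 and -1.41 ± 0.20, and the ribonuclease gene CC_1877 had -1.19 ± 0.15 and -1.51 ± 0.03.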

Our analyses revealed a decrease in expression of some genes/proteins related to RNA metabolism, including proteins necessary for RNA unwinding, degradation and synthesis. 

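The RNA polymerase beta subunit genes *rpoB* (CC_0502) and *rpoC* (CC_0503) had log2 ratios of -1.54 ± 0.02 and -1.54 ± 0.05 under NaCl, and of -0.85 ± 0.06 and -0.72 ± 0.02 under sucrose (SD, n = 3 arrays). *rpoA* (CC_1272), for the alpha subunit, had -1.81 ± 0.14 under NaCl and -0.78 ± 0.06 under sucrose. *rpoD* (CC_3047) fell by 1.27 ± 0.02 under NaCl and by 0.85 ± 0.11 under sucrose (limma adjusted p = 2.95e-08 and 1.61e-06). Each of these genes passed the threshold under NaCl alone.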

Interestingly, genes/proteins related to the RNA polymerase core subunits and the principal RNA polymerase sigma factor σ^73^ (RpoD), which is essential for expression of housekeeping genes [24], were down-regulated. Among the regulatory proteins involved in transcription of selected genes under specific conditions, the extracytoplasmic function (ECF) sigma factor σ^T^, σ^U^ and σ^M^, and those involved in the control of expression of the two first sigma factors were found up-regulated [19,20]. In contrast, other regulatory proteins, including the ones involved in phosphate and nitrogen metabolism, were down-regulated. 

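Table S2 lists the ECF sigma factor genes CC_2883, CC_3475 and CC_1649 as up-regulated. Their mean log2 ratios under NaCl were 2.66 ± 0.18, 1.69 ± 0.25 and 1.84 ± 0.36 (SD, n = 3 arrays). Under sucrose they were 2.26 ± 0.14, 1.21 ± 0.12 and 0.86 ± 0.14, and CC_1649 did not pass the threshold. The regulatory genes beside CC_3475, *nepR* (CC_3476) and *phyR* (CC_3477), had 1.23 ± 0.18 and 1.26 ± 0.03 under NaCl, and 0.86 ± 0.04 and 0.95 ± 0.06 under sucrose, past the threshold under NaCl alone. The limma adjusted p of these 5 genes ranged from 2.01e-09 to 5.44e-07 under NaCl. Under NaCl, CC_3476 and CC_3477 were 0.96 and 0.94 with the dye effect taken out, short of the threshold, and 0.20 and 0.74 with all probes. The sigma factor genes CC_2883 and CC_3475 also lay within 1 of 0 under both stresses with all probes, whereas CC_1649 under NaCl did not. With all probes of the gene, CC_3476 under sucrose was -0.03.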

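The response regulator gene *phoB* (CC_0294) had a mean log2 ratio of -1.73 ± 0.23 under sucrose and -1.64 ± 0.13 under NaCl (SD, n = 3 arrays; limma adjusted p = 1.57e-07 and 1.09e-07). The nitrogen regulatory gene *glnK* (CC_1339) had -0.92 ± 0.10 and -2.03 ± 0.18, past the threshold under NaCl alone, and another P-II family gene, CC_1968, had -1.43 ± 0.12 and -2.15 ± 0.24, past it under both. Under sucrose CC_1968 was -0.93 with the dye effect taken out and -0.59 with all probes of the gene, short of the threshold.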

In sum, the changes in expression of these regulatory genes might be responsible for up- and down-regulation of genes following hyperosmotic stress.

### Genes affected specifically or to a greater extent by one of the osmotic stressors

As suggested above, the two osmotic stressors used in this study seem to produce a similar general change in gene expression and protein synthesis. With the aim of identifying genes and proteins whose expression was specifically or more pronounced changed under one of the osmotic conditions, we conducted additional transcriptomic and proteomic analyses. 

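For the direct comparison, RNA from cells treated with NaCl and with sucrose was labelled with different dyes and hybridized together on 3 arrays. The files of 2 of these arrays name 1 slide, whereas the slide of the other is not given, and these arrays were scanned on another day than those against no stress. Between 2.80% and 20.6% of gene probes per array were marked as outliers, the highest share on replicate 2, and the median signal over background was between 18.4 and 42.1 in green and between 12.5 and 17.3 in red. The log2 ratios were turned to sucrose over NaCl, with the direction set as for the arrays against no stress, and otherwise treated in the same way. A gene above 0 has more transcript under sucrose.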

While the 2-D gels used in this comparison were the same presented above, additional DNA microarray experiments were carried out by directly comparing RNA profile from cells exposed to sucrose with that of NaCl treated cells. In this analysis, transcripts of 32 genes were found at higher levels under sucrose stress and 18 genes showed higher expression during high salinity condition (Figure 4 and Additional file 2: Table S2). 

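On the direct arrays, 32 genes lay above a log2 ratio of 1 in all 3 arrays, so higher under sucrose, and 28 lay below -1. By limma, 56 genes were higher under sucrose and 68 under NaCl with an adjusted p under 0.05 and a mean beyond 1. The count of 60 rose to 124 under a rule on the mean of the 3 arrays, and fell to 38 (30 and 8) with all probes of the gene. Without replicate 2, 49 genes were higher under sucrose and 39 under NaCl, and without replicate 3 the counts were 35 and 53. The largest ratios toward NaCl were those of CC_0682, CC_2435 and CC_3291, and toward sucrose those of CC_1136, CC_1135 and CC_1133.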

At the proteomic level, only 2 proteins were detected at higher levels after NaCl stress and 6 proteins after sucrose stress (Figure 4 and Additional file 3: Figure S1 and Additional file 4: Figure S2 and Additional file 2: Table S2).

**Figure 4:**
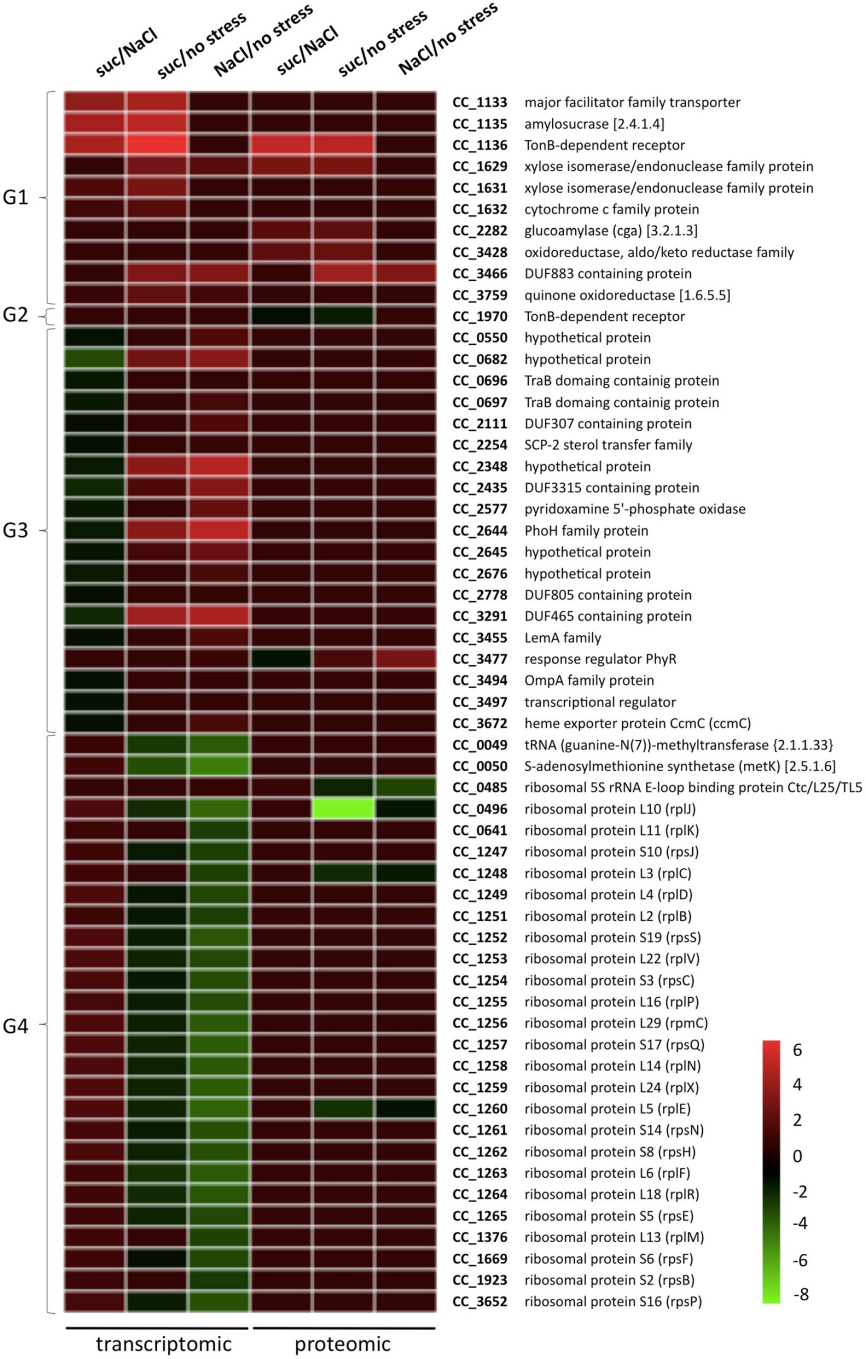
**Dissimilar effects of salt and sucrose upon global gene expression in** ***C. crescentus*** **.** Microarray hybridizations and 2D electrophoresis performed with samples isolated from exponential phase cells immediately before or after exposure to either 110 mM sucrose (suc) or 60 mM NaCl for 30 min. Results shown are the average of three independent biological experiments. Genes and proteins were clustered as following: G1, Higher expression levels in the presence of sucrose or up-regulated only under this stress condition; G2, Down-regulated only under sucrose stress; G3, Higher expression levels in the presence of NaCl or up-regulated only under this stress condition; G4, Lower expression levels in the presence of NaCl or down-regulated only under this stress condition. The complete list of genes and proteins whose expression changed in the presence of either sucrose or NaCl is shown in Additional file 2: Table S2. Gene numbers are according to the CMR (Comprehensive Microbial Resource) annotation.

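All 32 genes higher under sucrose on the direct arrays had a lower mean log2 ratio under NaCl than under sucrose in the comparisons with no stress. Of these, 23 were down-regulated by NaCl past the threshold, and 8 were up-regulated by sucrose past it. Across genes, which are not independent replicates, sucrose minus NaCl from the arrays against no stress and sucrose over NaCl on the direct arrays had a Pearson r of 0.84.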

By comparing data of this analysis with that obtained when comparisons of transcriptome and proteome were carried out between osmotic shock (NaCl or sucrose exposure) and the non-stress condition, several of the genes/proteins were identified at higher levels under sucrose stress because of their stronger down-regulation following NaCl treatment with respect to sucrose exposure (Figure 4 and Additional file 4: Figure S2). Most of these genes code for ribosomal proteins, suggesting that protein synthesis is more negatively affected under salt stress than following sucrose exposure.

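Of the 32 genes higher under sucrose, 20 are ribosomal protein genes in the copy of Table S2. Of its 52 ribosomal protein genes, 51 had a mean above 0 on the direct arrays, with a median of 1.22 and a range of -0.06 to 2.27, and 47 had a limma adjusted p under 0.05. In the comparisons with no stress, 52 of the 52 were lower under NaCl than under sucrose. From the ribosomal protein genes being the most frequent among these, the paper proposes that salt reduces protein synthesis more than sucrose does.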

Only a few genes/proteins were affected exclusively or mainly by sucrose stress. A number of these genes are organized in two operons distantly located in the chromosome of *C. crescentus*. One of these operons is CC_1133 - CC_1135, whose genes code for proteins involved in transport across the bacterial envelope and enzymes acting upon carbohydrates. 

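CC_1133, for a major facilitator family transporter, had a mean log2 ratio of 4.81 ± 0.22 under sucrose, 0.64 ± 0.04 under NaCl and 4.01 ± 0.09 for sucrose over NaCl (SD, n = 3 arrays; limma adjusted p = 2.32e-11, 4.16e-05 and 1.6e-10). CC_1135, for amylosucrase, had 5.21 ± 0.22, 0.51 ± 0.12 and 4.46 ± 0.28 in the same order, with downstream probes of opposite sign under NaCl. CC_1134 had 0.57 ± 0.19, 0.36 ± 0.59 and 0.40 ± 0.57, and did not pass the threshold in any comparison. Its 2 downstream probes had opposite signs under NaCl and on the direct arrays. With all probes of the gene its ratio of sucrose over NaCl was 2.17.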

Upstream of this operon is another gene (CC_1136) involved in transport, which was also up-regulated only under sucrose stress (Figure 4). 

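CC_1136, for a TonB-dependent receptor, had the largest ratio of all genes past the threshold, 8.05 ± 0.19 under sucrose (SD, n = 3 arrays; limma adjusted p = 7.54e-13). Under NaCl its ratio was 1.56 ± 0.13, which also passed the threshold but was 0.85 with the dye effect taken out, 0.82 with normexp background correction and loess and 0.90 with all probes of the gene. Sucrose over NaCl on the direct arrays was 5.77 ± 0.20.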

The genes CC_1631 and CC_1632 are part of the operon CC_1628 - CC_1632 and were expressed at higher levels under sucrose stress relative to the salt exposure (Figure 4). 

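On the direct arrays, CC_1631 had a log2 ratio of sucrose over NaCl of 1.68 ± 0.13 and CC_1632 of 1.56 ± 0.31 (SD, n = 3 arrays; limma adjusted p = 5.66e-07 and 5.64e-06), and both passed the threshold. Against no stress, CC_1631 had 2.66 ± 0.18 under sucrose and 0.85 ± 0.02 under NaCl, and CC_1632 had 2.23 ± 0.03 and 0.67 ± 0.28. CC_1629 had 3.09 ± 0.13 under sucrose and 2.38 ± 0.21 under NaCl, and 0.93 ± 0.06 on the direct arrays, where its downstream probes had opposite signs.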

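CC_1628, for a major facilitator family transporter, had a mean log2 ratio of sucrose over NaCl of 1.00 ± 0.02 (SD, n = 3 arrays; limma adjusted p = 3.26e-06), short of 1 in at least 1 array, and ratios of 2.54 ± 0.08 under sucrose and 1.43 ± 0.12 under NaCl. CC_1630, for a glucose-fructose oxidoreductase, had 0.90 ± 0.04 on the direct arrays, 1.51 ± 0.06 under sucrose and 0.45 ± 0.18 under NaCl. Under NaCl its downstream probes had opposite signs. With the dye effect taken out, the mean on the direct arrays becomes sucrose minus NaCl from the arrays against no stress. This was 1.11 for CC_1628 and 1.06 for CC_1630. Shifted to these means, both genes passed the threshold, which is no separate direct measurement.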

Although CC_1628 and CC_1630 were not differentially expressed by comparing transcripts of cells exposed to either sucrose or salt, both genes were up-regulated in the presence of sucrose with respect to the no stress condition. Therefore, all genes belonging to this transcriptional unit are expected to be specially up-regulated under sucrose stress. Genes of this operon also encode proteins with transport or catalytic function.

Many genes expressed at higher levels under salt stress relative to sucrose treatment displayed stronger up-regulation in the presence of NaCl than under sucrose exposure. 

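Of the 28 genes higher under NaCl on the direct arrays, 25 were up-regulated by NaCl past the threshold and 27 had a higher mean log2 ratio under NaCl than under sucrose in the comparisons with no stress. Of the 28 genes, 9 were up-regulated by NaCl and are not listed in the copy of Table S2. On the direct arrays, CC_0682 had -3.32 ± 0.45, CC_2435 -2.25 ± 0.33, CC_3291 -1.98 ± 0.56, CC_2348 -1.65 ± 0.29 and CC_2644 -1.65 ± 0.19 for sucrose over NaCl (SD, n = 3 arrays). With the dye effect taken out, the direct ratio becomes sucrose minus NaCl from the arrays against no stress. This was -0.68 for CC_0682 and -0.43 for CC_3291. Under NaCl against no stress, CC_2644 had 5.49 ± 0.43 and under sucrose 3.91 ± 0.18 (limma adjusted p = 2.84e-10 and 2.72e-09). In the same order, CC_2348 had 5.29 ± 0.15 and 3.98 ± 0.06, CC_2435 3.72 ± 0.82 and 1.95 ± 0.51, CC_3291 4.92 ± 0.27 and 4.49 ± 0.06, and CC_0682 3.59 ± 0.23 and 2.91 ± 0.64. Taking out the dye effect left CC_0682 at 0.95 and 0.27 in these comparisons, short of the threshold.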

Most of genes have no putative function assigned yet, and those functionally annotated are predicted to play distinct roles. Therefore, no functional category was enriched with genes expressed at higher levels under high salinity condition. Only one protein (a TonB-dependent receptor) was synthesized at low levels under sucrose stress relative to the salt treatment due to a more pronounced down-regulation after sucrose exposure. Therefore, although the similar general effect of NaCl and sucrose on genes and proteins expression, each stressor leads to small specific changes.

### Analysis of cellular extracts indicates the absence of typical compatible solutes

Results obtained from genomic, transcriptomic and proteomic analyses in this study suggest a severely restricted ability of *C. crescentus* to counteract hyperosmotic stress by synthesizing typical compatible solutes. As described above, CC_1630 is part of an operon up-regulated specifically or mainly in the presence of sucrose and codes for a protein displaying significant similarity to glucose-fructose oxidoreductase (GFOR) from *Z. mobilis* [25,26]. In this bacterium, sorbitol is accumulated in response to an osmotic upshock, being synthesized from the external sugar sucrose by action of the GFOR enzyme. Thus, *Z. mobilis* uses sucrose both as carbon and energy source and to generate sorbitol as an osmoprotective compound. Despite this similarity, a specific search for sorbitol in extracts of cells treated with salt or sucrose by GC-MS analysis revealed that this compatible solute is not produced or its level is under the limit of detection. Therefore, we could exclude a possible role for sorbitol on osmoprotection in *C. crescentus*. In addition, trehalose was not detected in extracts from stressed cells, which fits with our genomic and proteomic data. On the other hand, we found in the extracts slightly higher levels of glutamate, phenylalanine and glucose after hyperosmotic stress trigged by either NaCl or sucrose (Table 1). Besides these compounds, sucrose stressed cells accumulated slightly increased amounts of the amino acids isoleucine, leucine, proline compared to the control.

**Table 1:** **Metabolites significantly changed under hyperosmotic stress in** ***Caulobacter crescentus***

	**Condition** ^**a**^			**t-test** ^**b**^	
**Metabolite**	**Control**	**NaCl stress**	**Sucrose stress**	**NaCl vs control**	**Sucrose vs control**
Glucose	11.85	53.15	64.55	***0.002***	***0.003***
L-glutamate	17.12	78.54	57.92	***<0.001***	***0.001***
L-phenylalanine	0.06	0.14	0.15	***0.008***	***0.020***
L-isoleucine	0.20	0.21	0.59	0.851	***0.010***
L-leucine	0.38	0.64	0.86	0.145	***0.026***
L-proline	0.20	0.36	0.48	0.144	***0.035***

^**a**^Quantification of metabolites according to GC-MS analysis. Values refer to area-substrate peak relative to the area-ribitol peak [20 nM] and are mean of three independent experiments.

^b^Students’ t-test. Values were calculated by comparing relative quantification measured in extract from stressed cells (either 60 mM NaCl or 110 mM sucrose) with that performed in cells growing under non-stress condition. p < 0.05 was considered as statistical significance and values are shown in bold and italic.

In sum, we could show that *C. crescentus* is not able to synthesize the compatible solutes sorbitol and trehalose following treatment with either salt or sucrose, ruling out their involvement as counteracting molecules during hyperosmotic stress. However, a validated protocol for intracellular metabolomic analysis of *C. crescentus* would be needed to clarify all other changes on the metabolome in a deeper detail.

## Discussion

This report describes the capability of *C. crescentus* in tolerating and responding to osmotic upshift triggered by either sugar or salt. Our data showed a very restricted tolerance of this bacterium to hyperosmotic stress, as even a relatively low increase in extracellular concentration of an ionic or non-ionic solute impairs the bacterial propagation in culture. Despite the similar consequence upon growth, salt and sucrose were found to be different with respect to the effect on survival, as cell viability was kept in the presence of high NaCl concentrations, but decreased under more expressive sucrose stress. This indicates that *C. crescentus* is more sensitive to sugar stress than to high salinity condition. This bacterium is well adapted to survive in environments characterized by low concentrations of carbon sources [15,16], where the scarce organic nutrients are scavenged in order to keep essential biological processes and so allow cells retain viability. The low probability of encountering abundant organic nutrients in such environments could have selected for organisms with restricted or no capability to tolerate high concentration of carbohydrates, as the absence of the molecular systems required for the response to these solutes confers the advantage of energy economy related to the maintenance of genetic information and expression of these systems. Accordingly, the distribution of *C. crescentus* in freshwater habitats might be related to the sensitivity to osmotic stress on the whole. Therefore, the ecology of *C. crescentus* suggests that this bacterium does not experience conditions of high external osmolarity in its natural habitats, or this condition is very sporadically encountered.

Data from genomic analysis is in accordance with the low tolerance of *C. crescentus* to high external osmotic pressure, as only some genes related to intracellular accumulation of solutes under this stress condition were identified. As these genes are involved in potassium uptake and synthesis of the amino acids glutamate and proline, their presence could just reflect the requirement of the ion and amino acids for the normal physiology of *C. crescentus*. The down-regulation (glutamate synthesis) or no change (potassium transport and proline synthesis) in expression of genes required for accumulation of osmoprotective solutes observed in transcriptomic and proteomic experiments could favor this hypothesis. The slight increase of glutamate and proline in *C. crescentus* after saline or sucrose stress might be linked with the increased protein degradation during these stresses rather than with activation of biosynthetic pathways. This assumption is supported by i) the up-regulation of various peptidases; ii) the general down-regulation of amino acid biosynthesis, especially those involved in the glutamate synthesis; iii) the increase in the levels of unrelated amino acids (phenylalanine, leucine and isoleucine). Thus, it could be speculated that increased protein degradation is important to supply cells with free amino acids for the biosynthesis of stress related proteins or just means a mechanism to avoid accumulation of misfolded and aggregated proteins. Besides the apparent inability to synthesize glycine betaine, the main compatible solute used by bacteria, *C. crescentus* cells were not beneficiated by the addition of this molecule in the bathing medium, probably because glycine betaine is not transported into the cells. In fact, genes corresponding to uptake systems for this compatible solute (BetT, ProP and ProU) are absent from the genome of *C. crescentus*.

The combined data of transcriptomic, proteomic and metabolomic analyses reported here provide reasons for the striking reduction of *C. crescentus* propagation in the presence of salt or sucrose. Down-regulation of transcripts/proteins related to amino acid biosynthesis, transcription, translation and protein folding suggests that protein synthesis rate is decreased in *C. crescentus* under hyperosmotic stress. In addition, energy conversion seems to be affected as judged by the decreased expression of transcripts/proteins corresponding to metabolic pathways involved in glucose degradation, the carbohydrate used by *C. crescentus* cells during experiments performed in this study. Glucose accumulation in intracellular extracts of stressed cells, as revealed by GC-MS analysis, corroborates this assumption. As protein synthesis and energy conversion are absolutely necessary for bacterial propagation and considering the extension to which they were affected, reduction of both processes might be the main cause of the decrease in growth rate after osmotic upshift. Down-regulation of transcripts/proteins involved in these processes might be caused by decreased expression of the principal sigma factor σ^73^. Conversely, we could rule out the involvement of cell cycle regulator genes in growth arrest during hyperosmotic stress, as no change in the corresponding transcript/proteins was observed.

Whereas an increase in the external osmotic pressure affects essential processes and so reduces bacterial propagation, *C. crescentus* cells are also able to respond to this unfavorable condition by increasing expression of transcripts/proteins related to environmental adaptation. More specifically, these transcripts/proteins could contribute to the modification of the cell envelope and elimination of reactive oxygen species, toxic organic compound and denatured and misfolded proteins that might accumulate in cells under the stress condition. In addition, production of polyhydroxyalkanoate in stressed cells is expected based on the transcriptomic and proteomic data. As the key role of polyhydroxyalkanoate for the hyperosmotic stress resistance in several bacterial species has been reported [27-29], our data could also suggest a possible involvement of accumulation of this class of organic compounds in the *C. crescentus* adaptation following osmotic upshift.

Induction of these functions under hyperosmotic stress appears to be triggered by the proteins supposed or already demonstrated to act in directing RNA polymerase to transcribe specific regulons. One of the up-regulated genes/proteins with this function, the ECF sigma factor σ^T^, was recently reported to be absolutely essential for the osmotic stress response in *C. crescentus*, and 49 genes were identified as belonging to its regulon, including σ^U^ [19,20]. A total of 27 σ^T^-dependent genes were found up-regulated under at least one of the hyperosmotic stress conditions tested here. 

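In the copy of Table S2, 12 entries are marked as dependent on σ T, fewer than the paper counts as up-regulated. The study chose these entries partly on these arrays, so the values describe them and are no independent test. All 12 had a mean log2 ratio above 0 and a limma adjusted p under 0.05 under each stress. Upward past the threshold were 9 under sucrose and 9 under NaCl. The ratios of the 12 ranged from 0.84 to 4.49 under sucrose and from 0.87 to 4.92 under NaCl. With all probes of the gene, 4 passed under sucrose and 3 under NaCl, and the medians were 0.76 and 0.66. The counts stayed at 9 and 9 with the dye effect taken out.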

The use of lower concentration of sucrose in our experiments (110 mM instead of 150 mM) could explain the absence of the other σ^T^-dependent genes. Whereas the function and regulation of σ^T^ and σ^U^ are well described, nothing is known about the role of the ECF sigma factor σ^M^, which was also significantly induced under salt stress condition.

In general, sucrose and NaCl triggered similar responses in *C. crescentus*. Just few genes/proteins were affected specifically or in a greater extent in the presence of one stressor relative to the other. Of particular interest were those transcripts/proteins up-regulated under sucrose stress when compared to cells in the presence of NaCl, as almost all are expected to be involved in transport or metabolism of carbohydrates. Therefore, these genes/proteins could function in carbohydrate utilization. Their induction when the extracellular concentration of carbohydrates increases could allow cells to quickly degrade or store these molecules, which are scarce in the natural environments of the bacterium*.* Alternatively, these genes and proteins could indirectly contribute to the adaptation to high concentrations of this sugar by degrading sucrose, thus causing a decrease in the osmotic pressure of the medium.

Interestingly, most of the genes/proteins affected by osmotic upshift were also differentially expressed upon carbon starvation in *C. crescentus* (see Additional file 2: Table S2 for comparison) [30], including those involved in essential processes such as transcription, translation, energy conversion and transport across membrane, besides a number of proteins of unknown function. Again, changes in expression of the regulatory proteins σ^D^, σ^T^, σ^U^ and σ^M^ appear to be responsible for the effect of carbon starvation upon the physiological functions. The role of σ^T^ and σ^U^ in this response is expected as these sigma factors mediate the general stress response in *C. crescentus*. Instead, the involvement of σ^M^ in hyperosmotic stress and carbon starvation is somewhat surprising, reinforcing the requirement of further characterization of these regulatory genes with the aim of better understanding their contribution for stress adaptation.

Among the free-living α-proteobacteria analyzed with respect to the ability to cope with an increase in the extracellular osmotic pressure, *C. crescentus* is the species with the more reduced set of genes related to accumulation of solute under hyperosmotic stress, and so with the lower expected tolerance to this stress condition. The sensitivity of *C. crescentus* to NaCl is quite similar to that of *B. japonicum*, with both bacteria growing at reduced rate in the presence of about 50 mM NaCl, but not at the concentration of 100 mM [31]. According to our genomic analysis, these bacteria differ only with respect to the occurrence of trehalose related genes, which were found just in *B. japonicum*. The trehalose biosynthetic genes are induced under hyperosmotic stress, allowing accumulation of this compatible solute [32]. However, since we could not detect trehalose by GC-MS analysis, we assume that trehalose does not have an impact as a compatible solute in *C. crescentus*.

Another interesting comparison that deserves attention is with *Z. mobilis*. The genomic analysis shown here in principle suggests a restricted ability to accumulate classical compatible solutes, similar to *C. crescentus*. However, *Z. mobilis* tolerates uncommonly high sucrose concentrations, due to its ability to synthesize and accumulate the unusual compatible solute sorbitol [26]. From our metabolic data, we could exclude sorbitol as a compatible solute for *C. crescentus*. Several characterized α-proteobacterial species, such as *S. meliloti*, *R. sphaeroides* and *R. rubrum* are also very resistant to osmotic upshift, but for these bacteria this feature could be related to their intrinsic capability to accumulate classical compatible solutes by both uptake and synthesis. Finally, in intracellular species such as *R. rickettsii* and *Wolbachia sp.* that are encountered in more controlled environments the complete absence of genes related to accumulation of solutes is justified. In general, the capacity to transport and/or synthesize solutes is correlated with the versatility in occupying natural environments.

Even though the ability to accumulate solutes and the related resistance to hyperosmotic stress is very different among α-proteobacteria, an increase in the external osmotic pressure triggers changes in global gene expression of *C. crescentus* quite similar to those observed for other representatives of this phylogenetic group, including down-regulation of genes involved in protein synthesis and energy metabolism and up-regulation of genes acting upon cell envelope and detoxification functions [33-36]. All these changes are related to a stress condition, in which transcription and translation become reduced and more specific in order to favor physiological modifications required under the harmful condition. Therefore, the striking variation in the capability of α-proteobacteria in tolerating osmotic stress is mainly linked with their ability to accumulate solute.

## Conclusion

Integrative data presented in this study contribute to expand our knowledge about the capacity of *C. crescentus* to tolerate an increase in the external osmotic pressure, as well as the strategies employed by this bacterium to respond to this stress condition. It was possible to correlate the low genomic representation of genes required for intracellular accumulation of solutes with the restricted capability of *C. crescentus* cells to propagate following an osmotic upshift. This correlation prompted us to suppose that the bacterium does not experience hyperosmotic stress in its natural environment or that the increase in external osmotic pressure is very weak, allowing cells to respond to this stress condition and keep viable. Results are therefore consistent with the fact that *C. crescentus* is very well adapted to aquatic habitats containing low amount of inorganic ions and organic compounds.

## Methods

### Bacterial strains and growth conditions

*C. crescentus* strain NA1000 was cultured at 30°C in M2 minimal salts medium plus glucose [37]. Overnight culture of strain NA1000 was used to inoculate fresh M2 minimal salts medium and culture was grown to the exponential growth phase (OD_600_ = 0.7). For osmotic/salt stress experiments, cells were incubated in the presence of sodium chloride (NaCl) or sucrose at final concentrations ranging from 40/50 to 200 mM. Growth curves were constructed by incubating cultures for additional 4 hours. To measure cell viability, aliquots were taken, serially diluted and plated 4 and 8 hours after stress on M2 minimal medium for counting colony-forming units.

### RNA extraction

For isolation of RNA used in DNA microarray experiments, cultures of *C. crescentus* NA1000 were grown to exponential growth phase (OD_600_ = 0.7) and submitted for 30 minutes to stress (60 mM NaCl or 110 mM sucrose) or kept under control conditions (no stress). Cells (four aliquots of 2 ml from each treatment) were collected by centrifugation in a microcentrifuge for 1 min and suspended in 1 ml of Trizol Reagent (Invitrogen). After the extraction procedure according to manufacturer’s instructions, the integrity of the RNA was checked by agarose gel electrophoresis and samples were tested for the absence of DNA contamination by PCR.

### Microarray analysis

Three distinct biological RNA samples isolated from control cells and from each stress condition were reverse transcribed and labeled by using the FairPlay III Microarray Labeling system (Agilent) as previously described [19,38]. Briefly, cDNA was synthesized from total RNA (20 μg) in the presence of amino allyl modified dUTP and random primer. After purification, the resulting amino-modified cDNA was chemically labeled by incorporation of the dyes Alexa Fluor 555 (Cy3) or Alexa Fluor 647 (Cy5). Labeled cDNAs were combined, mixed with Agilent hybridization buffer, and competitively hybridized to custom-designed Agilent microarrays according to the manufacturer’s instructions (Agilent). Data extraction and normalization was performed using Agilent Feature Extraction Software 9.5.3.1 (Agilent). The custom-designed arrays contain 9–11 probes covering a region around predicted translational start sites (−300 to +200 relative to the translational start site +1) of each gene. Only those probes downstream of the translational start site were considered for estimating the fold change of gene expression. Ratios obtained for probes corresponding to the same gene were averaged and genes showing a ratio log2 (stress - NaCl or sucrose/control) < −1 or log2 (stress - NaCl or sucrose /control) > 1 in all three biological replicates were considered as differentially expressed. Microarray datasets were deposited in GEO (GSE49654).

### 2-DE and image generation

Two distinct biological protein samples from each stress and control conditions were isolated. For protein analyses, cultures of *C. crescentus* NA1000 were grown to the exponential growth phase (OD_600_ = 0.7) and submitted for 30 minutes to stress (60 mM NaCl or 110 mM sucrose) or kept under control conditions. Afterwards, pulse-labeling was performed for 5 min by using 25 μCi of L-[^35^S]-methionine per mL. Then, 5 min later, L-[^35^S]-methionine incorporation was stopped by adding an excess of unlabeled methionine (1 mM) and chloramphenicol (100 mg/mL) and subsequently by transferring the sample to ice. After disruption of the harvested cells by sonication, the protein solution was separated from cell debris by centrifugation, and the protein amount and incorporated radioactivity were determined. Crude protein extracts (100 μg of protein) were loaded onto Pharmacia ready-made IPG strips (pH range 3–10) for the IEF of 2-DE as recommended. The separation in the second dimension was carried out as suggested by the manufacturer. After fixing with ethanol, acetic acid and water (40/10/50% vol/vol), the wet gels were dried on a chromatography paper backing by using a heated vacuum dryer. For autoradiography of the incorporated ^35^S methionine, dried gels were exposed to storage phosphor screens (Molecular Dynamics Storage Phosphor Screen, 20 by 25 cm) for a time span ensuring usage of the whole dynamic range by the strongest spot and corresponding to the amount of radioactivity separated on the gel. Screens were scanned using a Typhoon 9400 Variable Mode Imager (Amersham Biosciences) at 65 536 (16 bit) graylevels) and a resolution of 200 micron.

### 2-D gel analysis

To visualize changes in the protein pattern we used dual channel imaging as supported by Delta2D 4.3 (DECODON Greifswald). This technique involves overlaying the protein synthesis images of the control (pseudocolored green) and the protein synthesis image of the stress- NaCl or sucrose (pseudocolored red) onto each other [39]. To ensure that results were not influenced by spot mismatches, distorted gels were adjusted by using the program DECODON Delta2D 4.3 [40]. After pseudocolor overlaying by DECODON Delta2D, the histograms of the autoradiograms were normalized according their gray level integrated overall quantity. This procedure generates a dual channel image with an equal representation of detectable quantities of each sub-image. For spot detection on autoradiograms the images were fused using the union image fusion algorithm of Delta2D. After image fusion, spot positions and boundaries were detected on the fused image (proteome map). Their shapes and positions were transferred to each single autoradiogram and were subsequently quantified by using grey level integration inside spot boundaries and normalized by using 100% detected overall gel quantity as reference. An RSD of 30–40% is considered as sufficient in parallels of 2-D gel experiments. The reproducibility of our data was high, with more than 90% of all data of the identified proteins falling below an RSD of 35%.

For the extraction of differentially expressed spots, relative spot volumes were standardized (mean centering and division by standard deviation). The significance of changes in the protein synthesis of detected spots was determined by one-factorial ANOVA for each spot considering both the stress types (α = 0.1, P-values based on F-distribution) supported by Mev 4.1 [41]. Low abundant spots with a spot volume less than 0.02% on all images were eliminated from these analyses. Finally, changes of the average values exceeding two-fold up- or down-regulation were considered as substantial.

### Protein identification

For identification of proteins by mass spectrometry, preparative 2D PAGE was performed. Some 300 μg of protein extracts was loaded onto IPG strips (GE-Healthcare) in the pH range of 3–10. The resulting 2D gels were fixed in the presence of Sypro Ruby. The stained gels were scanned with the Typhoon 9400 Variable Mode Imager (Amersham Biosciences). For identification of proteins by MALDI-TOF-MS, Sypro Ruby stained protein spots were cut out from gels using a spot cutter (Proteome WorkTM) with a picker head of 2 mm and transferred into 96-well microtiter plates. Digestion with trypsin and subsequent spotting of peptide solutions onto the MALDI targets were performed automatically in the Ettan Spot Handling Workstation (GE-Healthcare) using a modified standard protocol [42]. MALDI-TOF-MS analyses of spotted peptide solutions were carried out on a Proteome-Analyzer 4700 (Applied Biosystems, Foster City, CA, USA). The spectra were recorded in reflector mode in a mass range from 900 to 3700 Da. Automatic or manual calibration was performed as described previously [42]. After calibration, peak lists were created using the ‘peak to mascot’ script of the 4700 ExplorerTM software. The resulting peak lists were analyzed by using the mascot search engine (Matrix Science, London, UK), GPMAW 4.1 (Lighthouse data). The annotation of *C. crescentus* CB15 was used for protein identification and denotation. Peptide mixtures that yielded at least twice a Mowes score of at least 50 and sequence coverage of at least 30% was regarded as positive identifications. Proteins that failed to exceed the 30% sequence coverage cut-off were subjected to MALDI-MS/MS [42].

### Integrated transcriptome and proteome data representation

Treemaps of gene functional categories of *C. crescentus* have been constructed according to the TIGRFam classification [43]. For this purpose the 2D plane was iteratively partitioned according to the TIGR main roles, sub-roles, *C. crescentus* predicted operons and proteins [44]. The treemap cells on the deepest hierarchy level represent the *C. crescentus* proteins. Treemap cells were reordered to ensure that consecutive genes in the genome are symbolized by consecutive cells. Circular nodes represent the genes, the connectors in between link operon members. Gene expression was encoded by using a color ramp starting at blue (decreased expression) via grey (no change) and ending at orange (high expression). Messenger RNA data were used for coloring the gene circles and connectors, protein data for coloring the treemap cells. Dark grey cells have no assigned data.

### Cell sampling for GC-MS analysis

*C. crescentus* were cultivated in M2 to an OD_600_ of 0.5 and stressed with either 60 mM NaCl or 110 mM sucrose. After 3 hours, equal amount of control and stressed cells were harvested by centrifugation at 12000 × g for 3 minutes at 2°C. Supernatants were discarded and the cell pellets were overlayed with 75% (w/v) ethanol −20°C. The tubes were imminently frozen in liquid nitrogen until the final sample preparation.

### Sample preparation for GC-MS analysis

All samples were thawed on ice and the cell pellets were disrupted using a Ribolyser (MagNa Lyser, Roche, Germany), at 5000 m × s for 30 seconds. Samples were transferred on 50 ml falcon tubes and the ribolyser tubes were washed with a total of 5 ml 75% (w/v) ethanol −20°C until all cell rests are washed out and were transferred to the falcon tube. Next, the internal standards were added (20 nmol ribitol, 20 nmol norvaline and 2.5 nmol camphorsulfonic acid; Sigma-Aldrich) and the extraction solution was mixed and incubated for 10 min on ice. Afterwards, the Falcon tubes were filled with destilated water to the final volume of 35 ml and stored at – 70°C. Finally, the samples were lyophilized for GC-MS analysis.

### GC-MS analysis

Lyophilized samples were derivatized using a two-step method with MeOX (Sigma-Aldrich) and MSTFA (Chromatographie Service GmbH) as described [45]. For identification and quantification of metabolites a GC-MS method was applied as described previously [46]. Qualitative and quantitative analysis were performed using the ChromaTOF software (LECO Corporation). Identification of peaks was carried out by comparison of mass-spectra and retention time with an in-house database and the Fiehn GC/MS metabolomics RTL library (Agilent Technologies).

### *In silico* search for genes related to accumulation of typical osmoprotective solutes

The Kyoto Encyclopedia of Genes and Genomes (KEGG) database was used in a search for the annotated open reading frame displaying the highest identity to each gene known in *E. coli* to be involved in potassium transport (*kup*, *trkAHG* and *kdpABCDEF*), glutamate synthesis (*glnA*, *gltBD* and *gdhA*), glycine betaine synthesis (*betABCI*), glycine betaine transport (*betS*), glycine betaine, proline and carnitine transport (*proP* and *proVWZ*) proline synthesis (*proABC*) and trehalose synthesis (*ostAB*). This analysis resulted in an initial list of genes in representative α-proteobacterial species (*Sinorhizobium meliloti* 1021, *Bradyrhizobium japonicum* USDA110, *Caulobacter crescentus* CB15, *Phenylobacterium zucineum*, *Rhodobacter sphaeroides* 2.4.1, *Roseobacter denitrificans*, *Sphingomonas sp.* MM-1, *Zymomonas mobilis* subsp. *mobilis* ZM4, *Rhodospirillum rubrum* ATCC11170, *Acetobacter pasteurianus* IFO3283-01 *Rickettsia rickettsii* Sheila Smith and *Wolbachia sp.* wMel). Each gene from this list was used in a similar search for the annotated open reading frame displaying the highest identity in *E. coli* and the other α-proteobacterial species. In both searches, the threshold for Smith-Waterman score was 100 and the minimal overlap in local sequence alignment considered was 75% of the hit’s length. Genes identified in this best hit reciprocal search were assumed to be present in the α-proteobacteria analyzed. All genes uncovered by this *in silico* analysis are shown in Additional file 1: Table S1. Protein domains were ascribed according to the Pfam protein families database [47].

## Additional files

Additional file 1: Table S1. Distribution of genes related to classical solute accumulation under hyperosmotic stress in α-proteobacterial representatives. Additional file 2: Table S2. Genes and proteins differentially expressed under hyperosmotic stress in *Caulobacter* crescentus. Additional file 3: Figure S1. Proteomic analysis of stresses cells. Panels display false colored dual channel images of the synthesis of proteins after 30 min as revealed by radioactive labeling for 5 min. All significantly regulated proteins are labeled in their appropriate color (green or red). Delta 2D software was used to visualize complex protein expression patterns on the 2D image in the standard pH range of 3 to 10. Additional file 4: Figure S2. TIGRFam Treemaps of regulated *C. crescentus* genes (circles) and proteins (cells) after osmotic stress found by global transcriptomic and proteomic analyses. (A) Treemap for the response to sucrose stress, (B) Treemap for the response to NaCl stress and (C) Treemap showing the comparison between sucrose and NaCl stress. Figures on left side show the results on the level of functional category/subcategory and on the right side on the level of genes and proteins. Blue colors show repressed genes and orange colors the induction of genes. The intensity of the colors reflects the strength of repression or induction.

# Supplementary material for: A comprehensive genomic, transcriptomic and proteomic analysis of a hyperosmotic stress sensitive α-proteobacterium
**Source:** BMC Microbiol. 2015 Mar 26;15:71. doi: 10.1186/s12866-015-0404-x
**Supplement:** Additional file 1: Table S1. — Distribution of genes related to classical solute accumulation under hyperosmotic stress in α-proteobacterial representatives.

**Table S1. Distribution of genes related to classical solute accumulation under hyperosmotic stress in  $\alpha$ -proteobacterial representatives**

**Potassium transport system**

|                                  |                |                |                  |                 |                 |                    |                |                  |                                    |           |           |                     |                                                           |
|----------------------------------|----------------|----------------|------------------|-----------------|-----------------|--------------------|----------------|------------------|------------------------------------|-----------|-----------|---------------------|-----------------------------------------------------------|
| <i>kup</i><br>Sme<br>SMc00873    | Bja<br>blr3803 | Ccr<br>CC_0131 | Pzu<br>PHZ_c0050 | Rsp<br>NI       | Rde<br>NI       | Sphm<br>G432_00850 | Zmo<br>ZMO1209 | Rru<br>NI        | Apt<br>APA01_23240                 | Rri<br>NI | Wol<br>NI | Eco<br>b3747        | Pfam motif<br>K_trans                                     |
| <i>trkA</i><br>Sme<br>SMc01046   | Bja<br>NI      | Ccr<br>NI      | Pzu<br>NI        | Rsp<br>RSP_2841 | Rde<br>RD1_2757 | Sphm<br>NI         | Zmo<br>NI      | Rru<br>Rru_A1681 | Apt<br>NI                          | Rri<br>NI | Wol<br>NI | Eco<br>b3290        | Pfam motif<br>TrkA_N, TrkA_C                              |
| <i>trkH/G</i><br>Sme<br>SMc00937 | Bja<br>NI      | Ccr<br>NI      | Pzu<br>NI        | Rsp<br>RPS_1854 | Rde<br>RD1_1942 | Sphm<br>NI         | Zmo<br>NI      | Rru<br>Rru_A1134 | Apt<br>NI                          | Rri<br>NI | Wol<br>NI | Eco<br>b1363, b3849 | Pfam motif<br>TrkH                                        |
| <i>kdpA</i><br>Sme<br>SMa2333    | Bja<br>blr6779 | Ccr<br>CC_1591 | Pzu<br>NI        | Rsp<br>RSP_1265 | Rde<br>NI       | Sphm<br>G432_12245 | Zmo<br>NI      | Rru<br>Rru_A1155 | Apt<br>APA01_40500,<br>APA01_43100 | Rri<br>NI | Wol<br>NI | Eco<br>b0698        | Pfam motif<br>KdpA                                        |
| <i>kdpB</i><br>Sme<br>SMa2331    | Bja<br>blr6778 | Ccr<br>CC_1592 | Pzu<br>NI        | Rsp<br>RSP_1266 | Rde<br>NI       | Sphm<br>G432_12250 | Zmo<br>NI      | Rru<br>Rru_A1156 | Apt<br>APA01_40510,<br>APA01_43110 | Rri<br>NI | Wol<br>NI | Eco<br>b0697        | Pfam motif<br>E1-E2_ATPase Hydrolase                      |
| <i>kdpC</i><br>Sme<br>SMa2329    | Bja<br>blr6777 | Ccr<br>CC_1593 | Pzu<br>NI        | Rsp<br>RSP_1267 | Rde<br>NI       | Sphm<br>G432_12255 | Zmo<br>NI      | Rru<br>Rru_A1157 | Apt<br>APA01_40520,<br>APA01_43120 | Rri<br>NI | Wol<br>NI | Eco<br>b0696        | Pfam motif<br>KdpC                                        |
| <i>kdpD</i><br>Sme<br>SMa2327    | Bja<br>blr6776 | Ccr<br>CC_1594 | Pzu<br>PHZ_c2647 | Rsp<br>RSP_1268 | Rde<br>NI       | Sphm<br>G432_12260 | Zmo<br>NI      | Rru<br>Rru_A1158 | Apt<br>APA01_40530,<br>APA01_43130 | Rri<br>NI | Wol<br>NI | Eco<br>b0695        | Pfam motif<br>KdpD, USP, DUF4118,<br>GFA, HisKA, HATPse_c |
| <i>kdpE</i><br>Sme<br>SMa2325    | Bja<br>blr6775 | Ccr<br>CC_1595 | Pzu<br>PHZ_c2648 | Rsp<br>RSP_1269 | Rde<br>NI       | Sphm<br>G432_12265 | Zmo<br>NI      | Rru<br>Rru_A1159 | Apt<br>APA01_40540,<br>APA01_43140 | Rri<br>NI | Wol<br>NI | Eco<br>b0694        | Pfam motif<br>Response_reg, Trans_reg_C                   |
| <i>kdpF</i><br>Sme<br>NI         | Bja<br>NI      | Ccr<br>NI      | Pzu<br>NI        | Rsp<br>NI       | Rde<br>NI       | Sphm<br>NI         | Zmo<br>NI      | Rru<br>NI        | Apt<br>NI                          | Rri<br>NI | Wol<br>NI | Eco<br>b4513        | Pfam motif<br>Potass_KdpF                                 |

**Glutamate synthesis system**

|                                |                |                |                  |                 |                 |                    |                |                  |                    |           |           |                            |                                                                 |
|--------------------------------|----------------|----------------|------------------|-----------------|-----------------|--------------------|----------------|------------------|--------------------|-----------|-----------|----------------------------|-----------------------------------------------------------------|
| <i>glnA</i><br>Sme<br>SMc00948 | Bja<br>blr4949 | Ccr<br>CC_1969 | Pzu<br>PHZ_c1572 | Rsp<br>RSP_0147 | Rde<br>RD1_2569 | Sphm<br>G432_02715 | Zmo<br>ZMO0493 | Rru<br>Rru_A2086 | Apt<br>APA01_06310 | Rri<br>NI | Wol<br>NI | Eco<br>b3870               | Pfam motif<br>Gln-synt_N, Gln-synt_C                            |
| <i>gltB</i><br>Sme<br>SMc04028 | Bja<br>blr7743 | Ccr<br>CC_3607 | Pzu<br>PHZ_c0164 | Rsp<br>RSP_1146 | Rde<br>RD1_0060 | Sphm<br>G432_13005 | Zmo<br>ZMO1117 | Rru<br>Rru_A0019 | Apt<br>APA01_19810 | Rri<br>NI | Wol<br>NI | Eco<br>b3212               | Pfam motif<br>GATase_2, Glu_syn_central,<br>Glu_synthase, GXGKG |
| <i>gltD</i><br>Sme<br>SMc04026 | Bja<br>blr7744 | Ccr<br>CC_3606 | Pzu<br>PHZ_c0165 | Rsp<br>RSP_1149 | Rde<br>RD1_0063 | Sphm<br>G432_13000 | Zmo<br>ZMO1116 | Rru<br>Rru_A0018 | Apt<br>APA01_19820 | Rri<br>NI | Wol<br>NI | Eco<br>b2468, b2887, b3213 | Pfam motif<br>Fer4_20, Pyr_redox_2                              |
| <i>gdhA</i><br>Sme<br>SMa0228  | Bja<br>NI      | Ccr<br>CC_2082 | Pzu<br>PHZ_c2888 | Rsp<br>RSP_0398 | Rde<br>RD1_2450 | Sphm<br>G432_00795 | Zmo<br>NI      | Rru<br>Rru_A1040 | Apt<br>NI          | Rri<br>NI | Wol<br>NI | Eco<br>b1761               | Pfam motif<br>ELFV_dehydrog_N, ELFV_dehydrog                    |

Glycine betaine synthesis system

|             |         |         |           |          |          |            |     |     |     |     |     |       |                          |
|-------------|---------|---------|-----------|----------|----------|------------|-----|-----|-----|-----|-----|-------|--------------------------|
| <i>betA</i> |         |         |           |          |          |            |     |     |     |     |     |       |                          |
| Sme         | Bja     | Ccr     | Pzu       | Rsp      | Rde      | Sphm       | Zmo | Rru | Apt | Rri | Wol | Eco   | Pfam motif               |
| SMc00093    | NI      | CC_2642 | PHZ_c1110 | RSP_2184 | RD1_2024 | G432_02310 | NI  | NI  | NI  | NI  | NI  | b0311 | GMC_oxred_N, GMC_oxred_C |
| <i>betB</i> |         |         |           |          |          |            |     |     |     |     |     |       |                          |
| Sme         | Bja     | Ccr     | Pzu       | Rsp      | Rde      | Sphm       | Zmo | Rru | Apt | Rri | Wol | Eco   | Pfam motif               |
| SMc00094    | NI      | NI      | NI        | RSP_2183 | RD1_2023 | NI         | NI  | NI  | NI  | NI  | NI  | b0312 | Aldedh                   |
| <i>betC</i> |         |         |           |          |          |            |     |     |     |     |     |       |                          |
| Sme         | Bja     | Ccr     | Pzu       | Rsp      | Rde      | Sphm       | Zmo | Rru | Apt | Rri | Wol | Eco   | Pfam motif               |
| SMc00127    | blr0426 | NI      | NI        | RSP_0594 | RD1_2022 | NI         | NI  | NI  | NI  | NI  | NI  | b3678 | Sulfatase Choline_sulf_C |
| <i>betI</i> |         |         |           |          |          |            |     |     |     |     |     |       |                          |
| Sme         | Bja     | Ccr     | Pzu       | Rsp      | Rde      | Sphm       | Zmo | Rru | Apt | Rri | Wol | Eco   | Pfam motif               |
| SMa1726     | NI      | NI      | NI        | RSP_2182 | RD1_2021 | NI         | NI  | NI  | NI  | NI  | NI  | b0313 | TetR_N, TetR_C_6         |

Glycine betaine transport system

|             |     |     |           |          |          |      |     |     |     |     |     |       |            |
|-------------|-----|-----|-----------|----------|----------|------|-----|-----|-----|-----|-----|-------|------------|
| <i>betS</i> |     |     |           |          |          |      |     |     |     |     |     |       |            |
| Sme         | Bja | Ccr | Pzu       | Rsp      | Rde      | Sphm | Zmo | Rru | Apt | Rri | Wol | Eco   | Pfam motif |
| SM_b20333   | NI  | NI  | PHZ_c1942 | RSP_3080 | RD1_2292 | NI   | NI  | NI  | NI  | NI  | NI  | b0314 | BCCT       |

Glycine betaine, proline and carnitine transport system

|             |     |     |           |          |          |      |     |           |             |           |        |       |                        |
|-------------|-----|-----|-----------|----------|----------|------|-----|-----------|-------------|-----------|--------|-------|------------------------|
| <i>proP</i> |     |     |           |          |          |      |     |           |             |           |        |       |                        |
| Sme         | Bja | Ccr | Pzu       | Rsp      | Rde      | Sphm | Zmo | Rru       | Apt         | Rri       | Wol    | Eco   | Pfam motif             |
| NI          | NI  | NI  | PHZ_c1340 | NI       | NI       | NI   | NI  | NI        | APA01_21460 | A1G_07490 | WD0168 | b4111 | Sugar-tr, MSF_1, MSF_2 |
| <i>proV</i> |     |     |           |          |          |      |     |           |             |           |        |       |                        |
| Sme         | Bja | Ccr | Pzu       | Rsp      | Rde      | Sphm | Zmo | Rru       | Apt         | Rri       | Wol    | Eco   | Pfam motif             |
| SMc00670    | NI  | NI  | NI        | RSP_3057 | RD1_2932 | NI   | NI  | Rru_A2475 | NI          | NI        | NI     | b2677 | ABC_trans              |
| <i>proW</i> |     |     |           |          |          |      |     |           |             |           |        |       |                        |
| Sme         | Bja | Ccr | Pzu       | Rsp      | Rde      | Sphm | Zmo | Rru       | Apt         | Rri       | Wol    | Eco   | Pfam motif             |
| SMc00671    | NI  | NI  | NI        | RSP_3999 | RD1_2931 | NI   | NI  | Rru_A2476 | NI          | NI        | NI     | b2678 | BPD_transp_1           |
| <i>proX</i> |     |     |           |          |          |      |     |           |             |           |        |       |                        |
| Sme         | Bja | Ccr | Pzu       | Rsp      | Rde      | Sphm | Zmo | Rru       | Apt         | Rri       | Wol    | Eco   | Pfam motif             |
| SMc00672    | NI  | NI  | NI        | RSP_3998 | RD1_1839 | NI   | NI  | Rru_A2477 | NI          | NI        | NI     | b2679 | OpuAC                  |

Proline synthesis system

|             |         |         |           |          |          |            |          |           |             |     |     |       |                           |
|-------------|---------|---------|-----------|----------|----------|------------|----------|-----------|-------------|-----|-----|-------|---------------------------|
| <i>proA</i> |         |         |           |          |          |            |          |           |             |     |     |       |                           |
| Sme         | Bja     | Ccr     | Pzu       | Rsp      | Rde      | Sphm       | Zmo      | Rru       | Apt         | Rri | Wol | Eco   | Pfam motif                |
| SMc03777    | blr0429 | CC_3430 | PHZ_c0252 | RSP_3824 | RD1_2658 | G432_04180 | ZMO01661 | Rru_A1238 | APA01_03740 | NI  | NI  | b0243 | Aldedh                    |
| <i>proB</i> |         |         |           |          |          |            |          |           |             |     |     |       |                           |
| Sme         | Bja     | Ccr     | Pzu       | Rsp      | Rde      | Sphm       | Zmo      | Rru       | Apt         | Rri | Wol | Eco   | Pfam motif                |
| SMc03776    | blr0428 | CC_0314 | PHZ_c0253 | RSP_3823 | RD1_2659 | G432_17290 | ZMO0206  | Rru_A1239 | APA01_18840 | NI  | NI  | b0242 | AA_kinse, PUA             |
| <i>proC</i> |         |         |           |          |          |            |          |           |             |     |     |       |                           |
| Sme         | Bja     | Ccr     | Pzu       | Rsp      | Rde      | Sphm       | Zmo      | Rru       | Apt         | Rri | Wol | Eco   | Pfam motif                |
| SMc02677    | blr7454 | CC_0494 | PHZ_c2855 | RSP_3364 | RD1_3497 | G432_14415 | ZMO0311  | Rru_A3281 | APA01_26410 | NI  | NI  | b0386 | F420_oxidored, P5CR-dimer |

Trehalose synthesis system

|             |         |     |                         |          |     |            |     |           |             |     |     |       |                 |
|-------------|---------|-----|-------------------------|----------|-----|------------|-----|-----------|-------------|-----|-----|-------|-----------------|
| <i>ostA</i> |         |     |                         |          |     |            |     |           |             |     |     |       |                 |
| Sme         | Bja     | Ccr | Pzu                     | Rsp      | Rde | Sphm       | Zmo | Rru       | Apt         | Rri | Wol | Eco   | Pfam motif      |
| SMa0233     | bli0322 | NI  | PHZ_c1816,<br>PHZ_c3258 | RSP_0948 | NI  | G432_06395 | NI  | Rru_A2485 | APA01_02340 | NI  | NI  | b1896 | Glyco_transf_20 |
| <i>ostB</i> |         |     |                         |          |     |            |     |           |             |     |     |       |                 |
| Sme         | Bja     | Ccr | Pzu                     | Rsp      | Rde | Sphm       | Zmo | Rru       | Apt         | Rri | Wol | Eco   | Pfam motif      |
| NI          | bli0323 | NI  | PHZ_c3257               | RSP_0949 | NI  | G432_06385 | NI  | Rru_A2549 | APA01_02330 | NI  | NI  | b1897 | Trehalose_PPase |

*In silico* analysis performed as described in the Methods. Sme, Bja, Ccr, Pzu, Rsp, Rde, Sphm, Zmo, Rru, Apt, Rri, Wol and Eco correspond to *Sinorhizobium meliloti* 1021, *Bradyrhizobium japonicum* USDA110, *Caulobacter crescentus* CB15, *Phenylbacterium zucineum*, *Rhodobacter sphaeroides* 2.4.1, *Roseobacter denitrificans*, *Sphingomonas sp.* MM-1, *Zymomonas mobilis* subsp. *mobilis* ZMA, *Rhodospirillum rubrum* ATCC11170, *Acetobacter pasteurianus* IFO 3283-01, *Rickettsia rickettsii* Sheila Smith, *Wolbachia sp.* wMel and *Escherichia coli*. K-12 MG1655, respectively. Accession numbers (locus number) are according to The Kyoto Encyclopedia of Genes and Genomes (KEGG). Protein domains were identified using The Pfam protein families database. NI refers to genes absent in the corresponding bacterium.

# Supplementary material for: A comprehensive genomic, transcriptomic and proteomic analysis of a hyperosmotic stress sensitive α-proteobacterium
**Source:** BMC Microbiol. 2015 Mar 26;15:71. doi: 10.1186/s12866-015-0404-x
**Supplement:** Additional file 2: Table S2. — Genes and proteins differentially expressed under hyperosmotic stress in Caulobacter crescentus.

Table S2. Genes and proteins differentially expressed under hyperosmotic stress in *Caulobacter crescentus*

<sup>a</sup> according to CMR ("Comprehensive Microbial Resource") annotation.

<sup>b</sup> DNA microarray analyses. The ratios were determined by microarray hybridization of RNA samples isolated from exponential phase cells immediately before or after exposure to either 110 mM sucrose (suc) or 60 mM NaCl for 30 min. Values are the log2 ratio as mentioned. Genes displaying ratio of < -1.00 or > 1.00 were assumed as differentially expressed and values are highlighted in red (upregulated) or green (downregulated). Results shown are the average of three independent biological experiments.

<sup>c</sup> 2D proteome analyses. Cultures of parental cells NA1000 were grown to the exponential growth phase and submitted for 30 minutes to either 110 mM sucrose (suc) or 60 mM NaCl for 30 min or kept under no stress conditions. Values are the log2 ratio as mentioned and correspond to the relative intensity of the same spot in each sample analyzed. Proteins were identified by mass spectrometry. Results shown are the average of two independent biological experiments.

<sup>d</sup> genes found to be upregulated (red) or downregulated (green) in a previous transcriptomic and proteomic analysis of parental NA1000 cells upon carbon starvation.

<sup>e</sup> genes whose putative transcriptional regulator(s) is (are) known.

<sup>f</sup> according to a reanalysis of the deduced protein sequences by using Pfam and SMART tools to search for conserved domains. In addition, the sequences were compared with proteins available in database using Blastp.

<sup>g</sup> probable cellular process in which the corresponding gene is involved. Genes and proteins were clustered according to the reanalysis of the deduced protein sequences.

<sup>h</sup> the operons were predicted based on genome localization and the signal from the different probes used in transcriptome analyses.

# Supplementary material for: A comprehensive genomic, transcriptomic and proteomic analysis of a hyperosmotic stress sensitive α-proteobacterium
**Source:** BMC Microbiol. 2015 Mar 26;15:71. doi: 10.1186/s12866-015-0404-x
**Supplement:** Additional file 3: Figure S1. — Proteomic analysis of stresses cells. Panels display false colored dual channel images of the synthesis of proteins after 30 min as revealed by radioactive labeling for 5 min. All significantly regulated proteins are labeled in their appropriate color (green or red). Delta 2D software was used to visualize complex protein expression patterns on the 2D image in the standard pH range of 3 to 10.

### sucrose x no stress

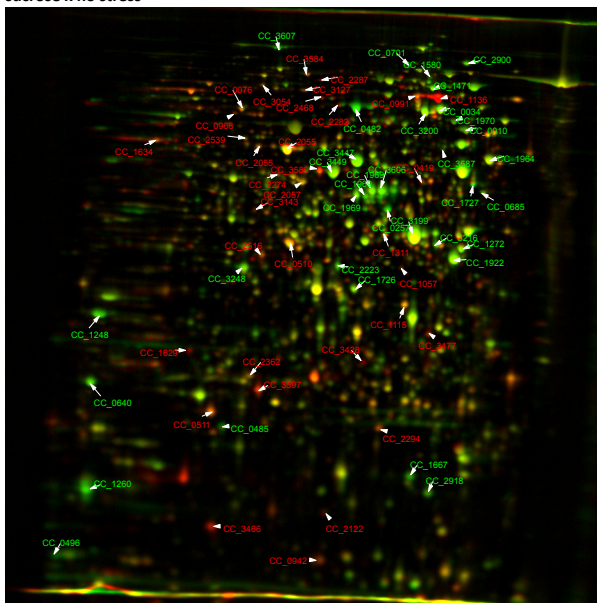

### NaCl x no stress

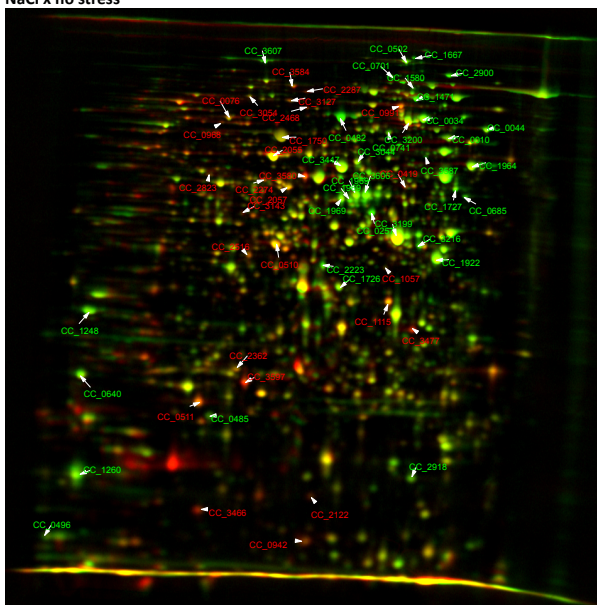

### sucrose x NaCl

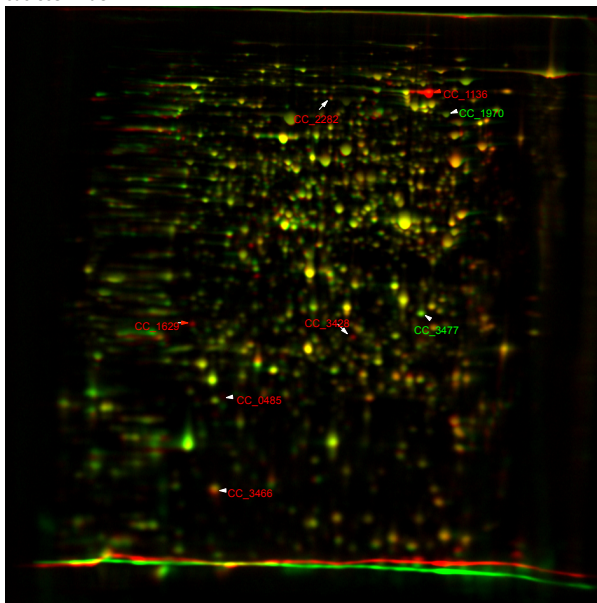

**Figure S1.** Proteomic analysis of stressed cells. Panels display false colored dual channel images of the synthesis of proteins after 30 min as revealed by radioactive labeling for 5 min. All significantly regulated proteins are labeled in their appropriate color (green or red). Delta 2D software was used to visualize complex protein expression patterns on the 2D image in the standard pH range of 3 to 10.

# Supplementary material for: A comprehensive genomic, transcriptomic and proteomic analysis of a hyperosmotic stress sensitive α-proteobacterium
**Source:** BMC Microbiol. 2015 Mar 26;15:71. doi: 10.1186/s12866-015-0404-x
**Supplement:** Additional file 4: Figure S2. — TIGRFam Treemaps of regulated C. crescentus genes (circles) and proteins (cells) after osmotic stress found by global transcriptomic and proteomic analyses. (A) Treemap for the response to sucrose stress, (B) Treemap for the response to NaCl stress and (C) Treemap showing the comparison between sucrose and NaCl stress. Figures on left side show the results on the level of functional category/subcategory and on the right side on the level of genes and proteins. Blue colors show repressed genes and orange colors the induction of genes. The intensity of the colors reflects the strength of repression or induction.

### Functional category / subcategory level

**Gene / protein leve**

## Sucrose vs no stress

## Sucrose vs no stress

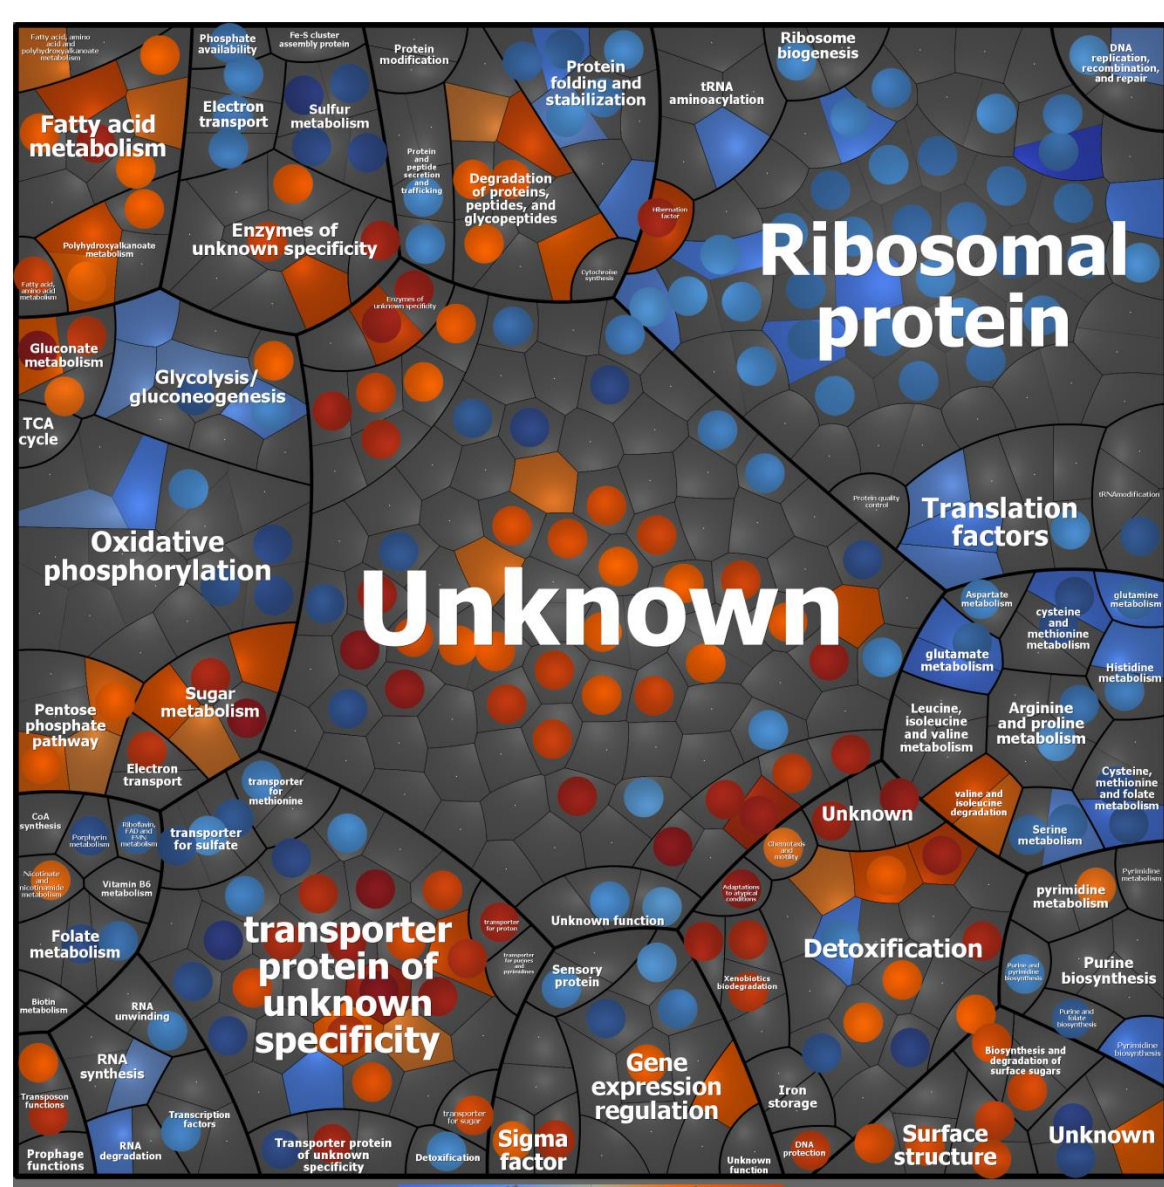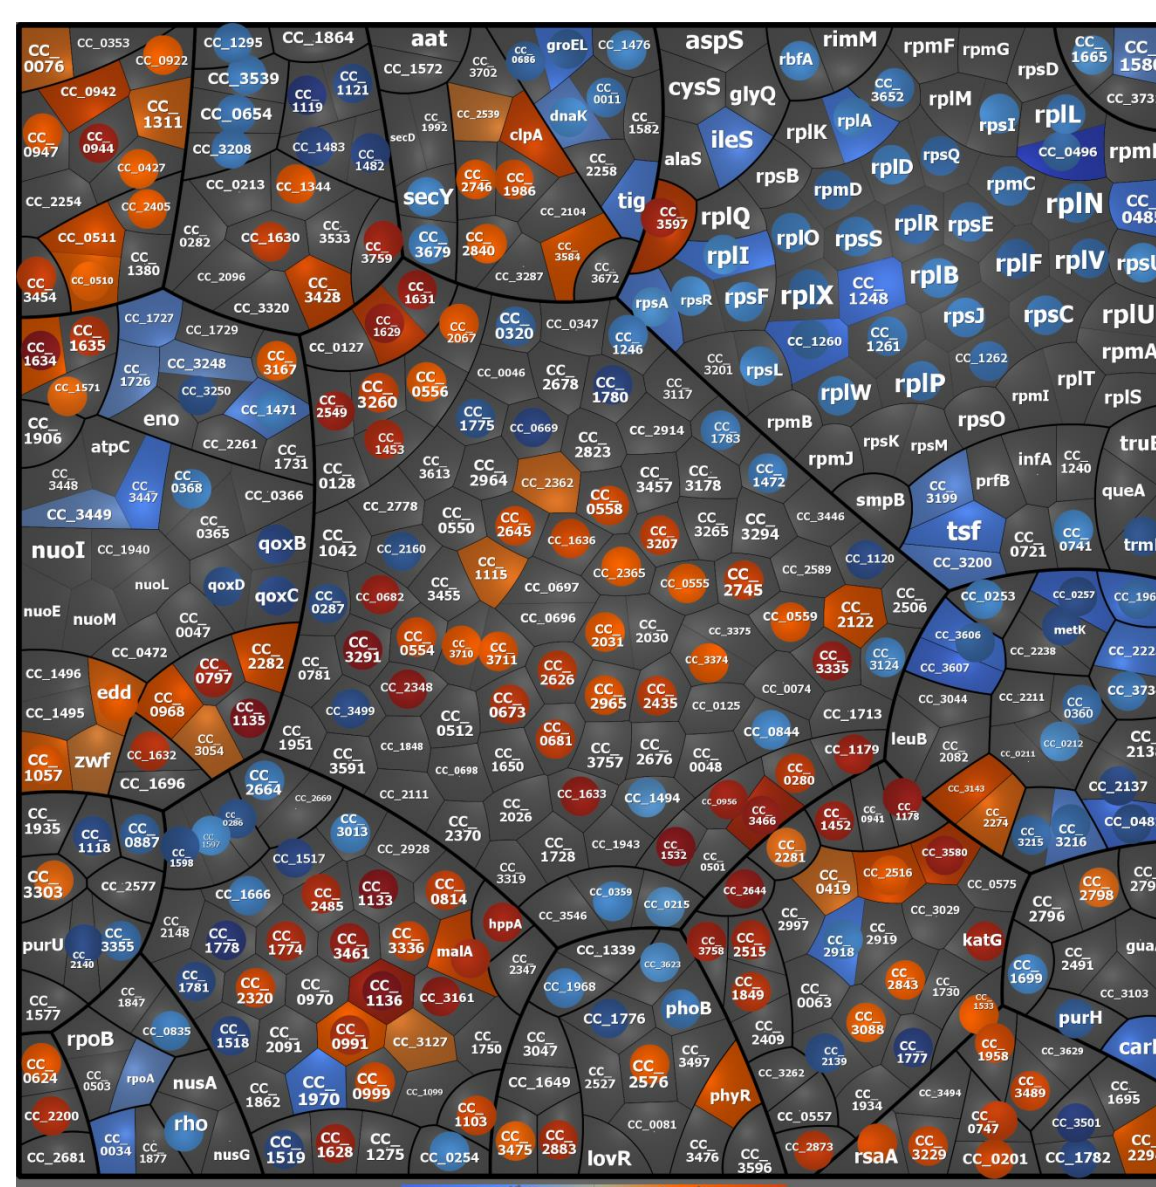

## NaCl vs no stress

## NaCl vs no stress

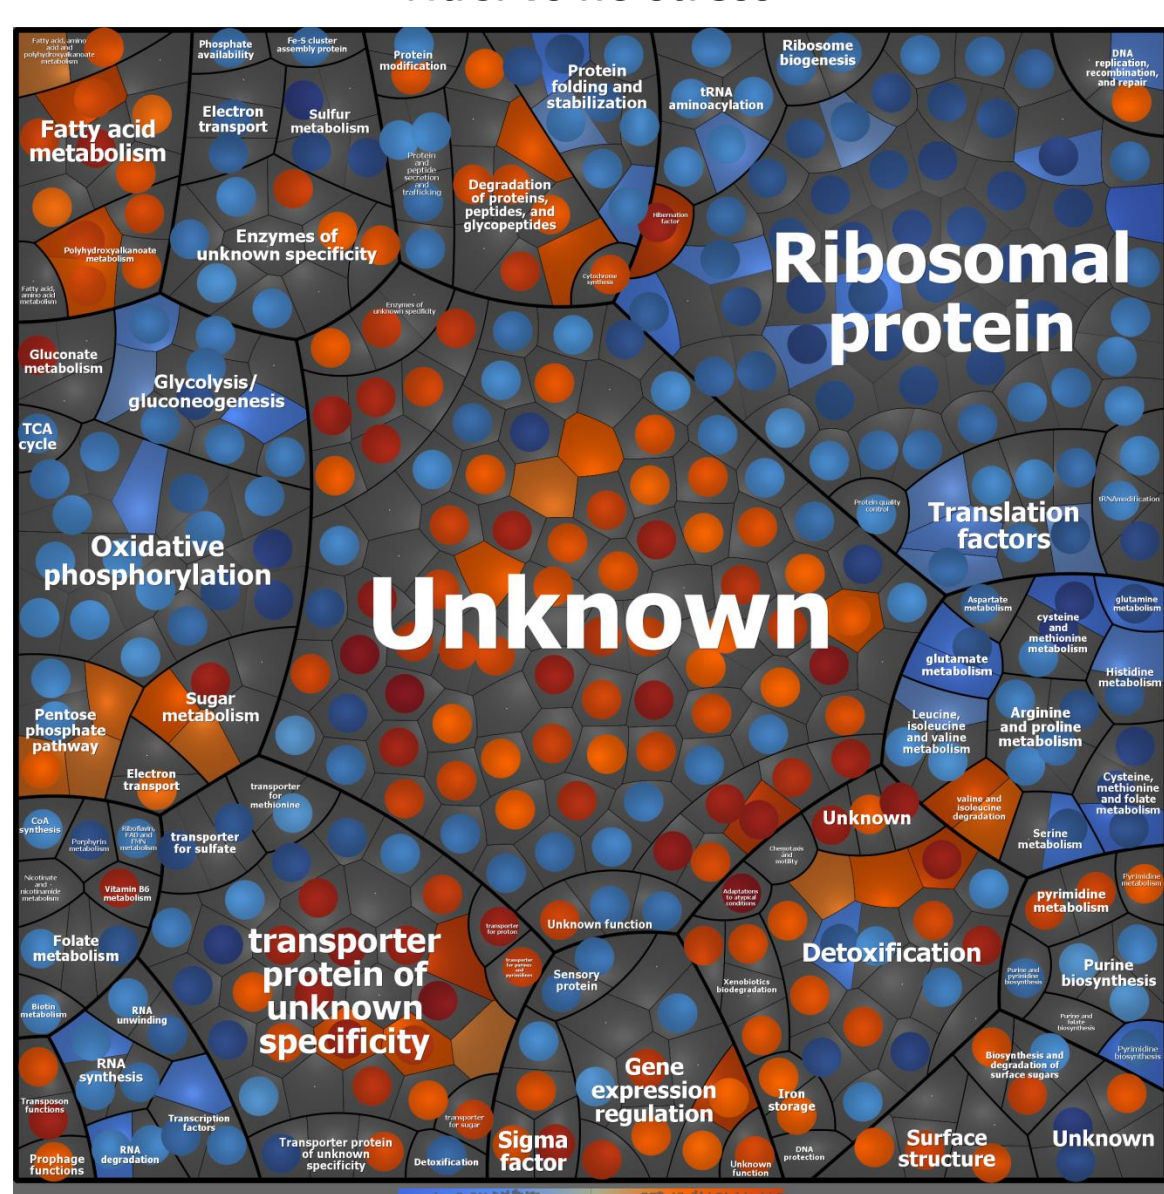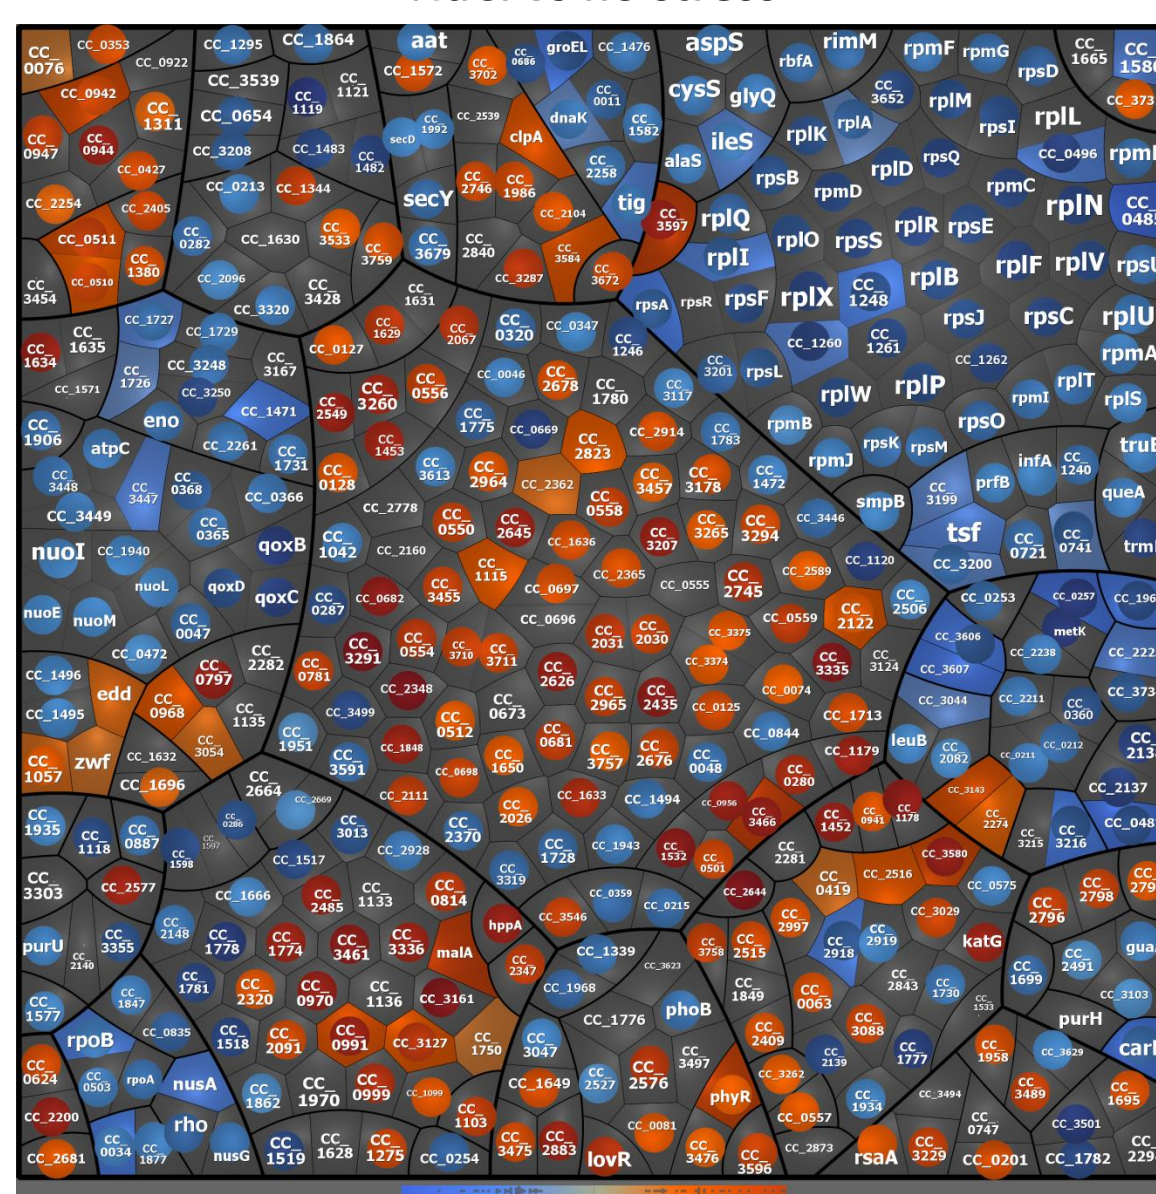

## Sucrose vs NaC

## Sucrose vs NaC

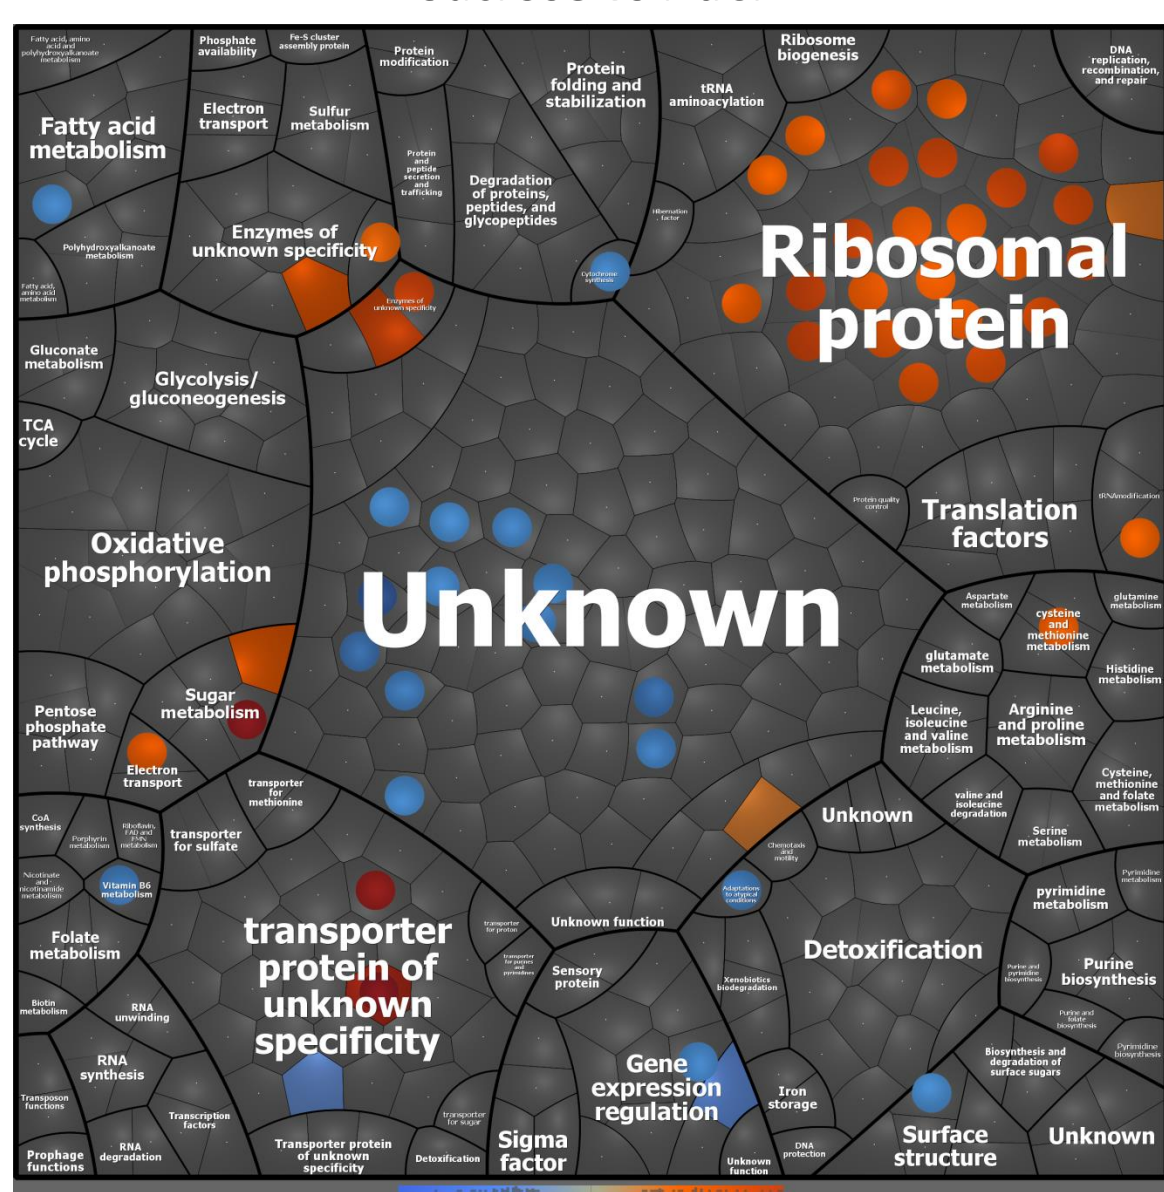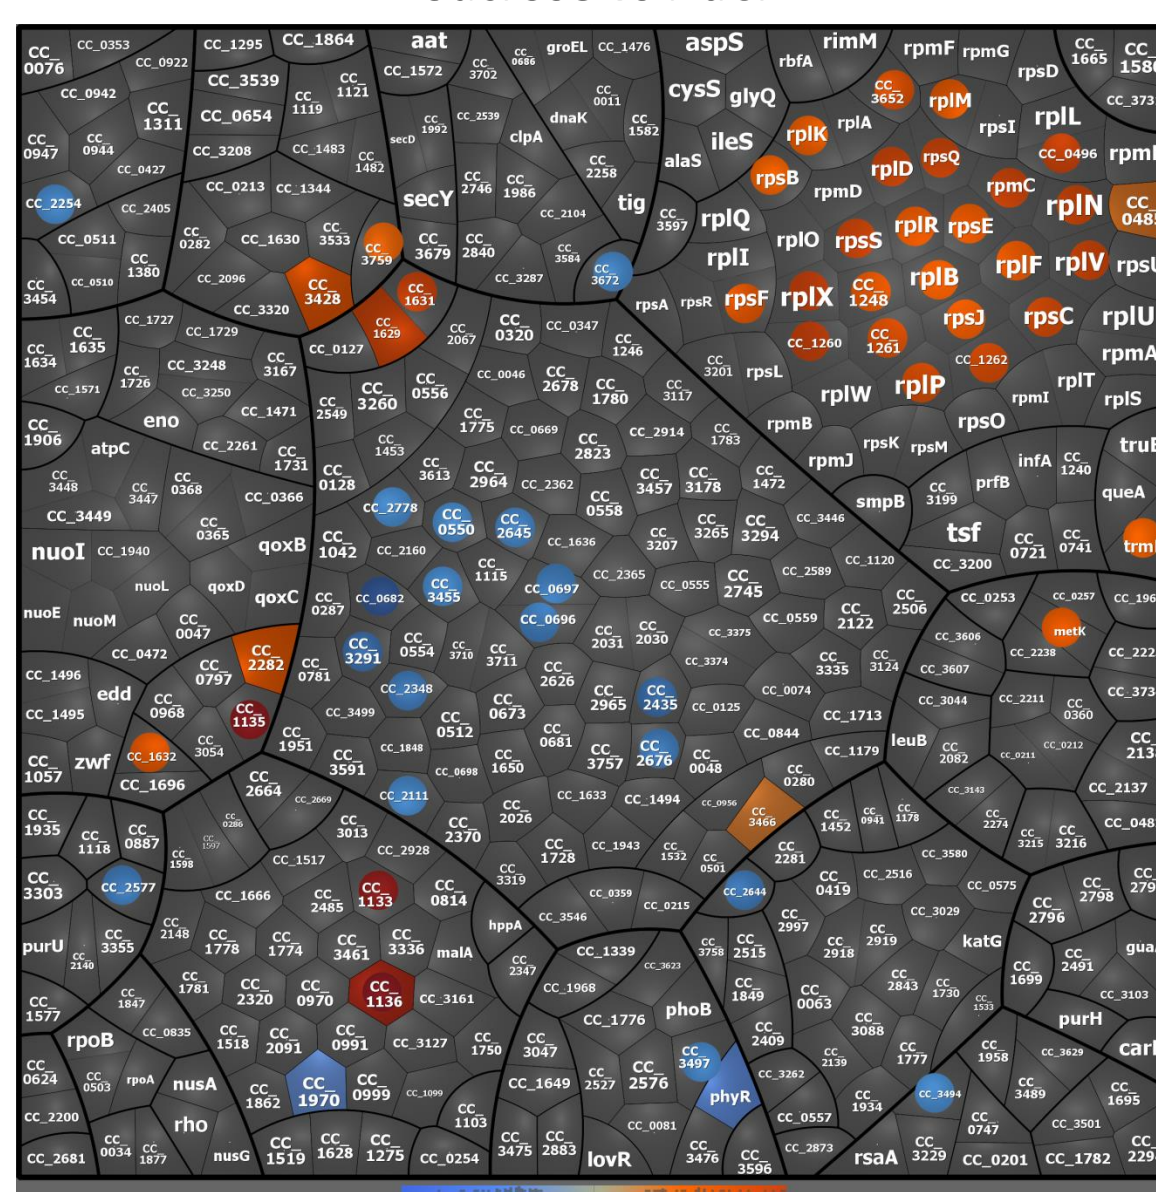

**Figure S2.** TIGRFam Treemaps of regulated *C. crescentus* genes (circles) and proteins (cells) after osmotic stress found by global transcriptomic and proteomic analyses. **(A)** Treemap for the response to sucrose stress, **(B)** Treemap for the response to NaCl stress and **(C)** Treemap showing the comparison between sucrose and NaCl stress. Figures on left side show the results on the level of functional category / subcategory and on the right side on the level of genes and proteins. Blue colors show repressed genes and orange colors the induction of genes. The intensity of the colors reflects the strength of repression or induction.

How the deposited data were processed for this re-analysis (not part of the article)

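The data are 9 arrays of *C. crescentus* NA1000 RNA, 3 for each of 3 comparisons: cells treated with 110 mM sucrose for 30 min against cells without stress, cells treated with 60 mM NaCl for 30 min against cells without stress, and cells under NaCl against cells under sucrose. Each array carries 45206 spots, of which 43979 are gene probes of 60 bases, 1227 are controls, and 128 of the gene probes lie at the origin and were left out. The protein gels were not analysed here, and of the protein data the direction listed in Table S2 was used alone.

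The authors scanned the arrays and made the deposited files with Agilent Feature Extraction 9.5.3.1. The deposited intensity values of each channel are the mean signal and median background of each spot as scanned, the background-subtracted signal, and a processed signal that the authors' software also detrended and scaled by a single linear factor per dye and array, without lowess. The deposited log10 values are the log10 ratio of the processed red over the processed green signal of each spot, and the authors' table of values for the series holds the same log10 ratios rounded to 2 decimals. The quality marks of the software (non-uniform, population outlier, saturated, well above background) were used as deposited.

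Probe positions were read from the probe names. Every probe of the sense strand that spans position 400 of the covered region, 3911 of 3911, has ATG, GTG or TTG there, and 2670 have ATG. At other positions the median share was 3.23% and the highest 6.66%. The start codon was therefore placed at position 400, with 399 bases before it and 200 from it on. Of 39455 sense and 4396 antisense probes, the 10015 sense probes that begin at or after the start codon were used, on 3755 genes. 24 genes share the sequence of a downstream probe with another gene, and 128 have a downstream probe equal to an upstream probe of another gene.

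The log10 ratios were converted to log2, spots marked as non-uniform or as population outliers in either channel were left out, and the remaining downstream probes were averaged per gene and array. Left out were between 2.16% and 20.6% of gene probes per array, with a median of 4.13% over the 9 arrays, and the highest share was on replicate 2 of the direct comparison. Across the 9 arrays, 97.25% to 99.44% of gene probes were well above background in green and 97.12% to 99.08% in red, and the median log2 ratio of an array was between -0.11 and -0.02. In each comparison, 0 genes had all downstream probes saturated or at background in a channel on all 3 arrays, so no ratio is given as a bound. A gene was called when its log2 ratio lay beyond 1 in the same direction in all 3 arrays of a comparison. Beside this rule, limma 3.58.1 (R 4.3.3) was fitted over all 9 arrays with a coefficient per comparison and moderated t tests. Its p values were adjusted with the Benjamini-Hochberg method over all genes, and a call required an adjusted p under 0.05 and a mean beyond 1. The contrast of sucrose minus NaCl was tested in the same fit. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The methods were tested on simulated arrays with known changes, and limma called 98.5%, 100% and 99.7% of the changed genes in the 3 comparisons with 1, 0 and 0 false calls, and the rule called 95.5%, 97.5% and 96.2% with 0 false calls. The simulated changes under each stress were all well beyond the threshold, and the simulated dye effects were smaller than those estimated here. These rates therefore need not hold for real genes near the threshold.

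The labels of the arrays put the stressed RNA in Cy3 and the RNA without stress in Cy5, but red over green has the sign that Table S2 lists for stress over no stress. The choice made before the values were seen was to follow the dyes in the labels. It was replaced by the direction of the paper, and the direct arrays, labelled NaCl in Cy3 and sucrose in Cy5, were read as sucrose over NaCl in the same way. Read by the labels, every sign would be opposite, while the counts of called genes and the shared direction of the stresses would stay as they are. Within each comparison a condition carries the same dye on all 3 arrays, so a gene-specific dye effect cannot be separated within a comparison. It was estimated per gene from the closure of the 3 comparisons, as sucrose minus NaCl minus the direct ratio. Taking it out therefore puts the direct mean at sucrose minus NaCl, and the sucrose mean at NaCl plus the direct ratio. Ratios with it taken out have larger standard errors. The SD of the dye effect across genes was 0.25. By limma 0 genes had a dye effect at an adjusted p under 0.05 and 357 had one at an unadjusted p under 0.05. Small dye effects added to simulated arrays were not called at this number of arrays. The 3 sucrose arrays lie on a single slide, 2 NaCl arrays on another and 2 direct arrays on another one, and the slide of the remaining arrays is not given. The direct arrays were scanned on another day, so slide and scan cannot be separated from the comparison. The replicate numbers run from 1 to 3 in each comparison.

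Genes are named when the text, Figure 1B or Figure 4 of the paper names them, when they lie in an operon that the text discusses, when they show the range of a category the text names, or when they are among the 3 genes with the largest change in each direction of a comparison, in total and among those Table S2 does not list. The categories are those of Table S2, whose entries were chosen by the study on these arrays, so no enrichment or overlap test was made on them. Tests over gene sets and over cell cycle regulators were not run, since no annotation of all genes was used here.

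The alternatives were limma normexp background correction (offset 50) with loess within arrays, background-subtracted signals centred on the array median, the deposited table of values of the series, all probes of a gene, the median over probes, dim probes filtered, outlier spots kept, a rule on the mean of the arrays, limma calls, the dye effect taken out, each replicate left out in turn, the replicate number as a block, the slide as a random block, a fit of each comparison alone, and a fit with 2 coefficients. These choices and the rule for a call were made before the data were examined.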

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

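The tests of the slide and of other splits of the arrays were chosen only after the results were seen.

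A limma contrast of sucrose minus NaCl tested the difference between the stresses itself, and 822 genes had an adjusted p under 0.05, 439 higher and 383 lower under sucrose. Without replicate 1 the count was 198, without replicate 2 it was 434 and without replicate 3 it was 482. The arrays of the stresses lie on different slides, which could give such a difference without any response. On the direct arrays, where both RNAs lie on the same array, 97.7% of these genes (803) had the sign of the difference, which argues against the slide as the source of the whole pattern. Of 10 splits of the 6 arrays against no stress into 3 and 3, 1 gave as many genes, the real one, but so few splits cannot exclude chance. The dye effect, if linear in log2, cancels in this difference on the arrays against no stress. Whether scan or labelling batches add to it stays open, and a stronger response to one of the stressors is a hypothesis.

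Antisense probes, which the paper does not report on, passed the threshold in all 3 arrays in 301 cases on 229 of 3570 genes, counting each stress separately. Under sucrose 57 rose and 35 fell, and under NaCl 115 rose and 94 fell. No control samples set a level for them, and the number that would pass by chance was not simulated. The genes named next were chosen after their values were seen. The antisense probes of CC_1518 had log2 ratios of -6.38 ± 0.71 under sucrose and -6.08 ± 1.38 under NaCl (SD, n = 3 arrays), those of CC_2151 had -4.27 ± 0.10 and -4.38 ± 0.11, and those of CC_0672 had 3.62 ± 0.13 and 4.20 ± 0.42. The gene mean was within 0.5 of 0 for 41 and 25 of the cases under sucrose and for 65 and 48 under NaCl, up and down. If labelled copies of sense transcripts bound these probes, the sense probes at the same positions should change too, and this was so in 7.64% of the cases, which argues against the sense strand as the source of most of the pattern. Transcripts that run in from a neighbouring gene are a candidate explanation. A neighbour in gene number, taken without regard to its strand, was past the threshold in the same direction in 28.6% of cases. Since a neighbour can run in only where it is suitably oriented, this share and its tests show that changed genes lie nearby and not that they run in. By group this was 26.3% against 7.87% of all genes with antisense probes for increases under sucrose (Fisher adjusted p = 2.7e-05), 28.6% against 5.57% for decreases (2.49e-05), 30.4% against 14.1% for increases under NaCl (1.39e-05) and 27.7% against 12.9% for decreases (8.23e-05). Most cases have no such neighbour and stay without a tested source, and transcripts of the antisense strand that respond to stress are a hypothesis.

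Probes upstream of the start codon, which the study left out, passed the threshold in 132 cases on 109 genes while the mean of the gene was within 0.5 of 0. These are 22 increases and 22 decreases under sucrose, and 45 and 43 under NaCl. Chosen after their values were seen, CC_1516 had upstream ratios of -5.80 ± 0.23 under sucrose and -5.73 ± 0.62 under NaCl (SD, n = 3 arrays), and CC_1347 had 2.01 ± 0.28 and 2.44 ± 0.04. Dim probes could give unsteady ratios, but the median log2 brightness of these probes was 0.52 above that of all upstream probes, which argues against this source. A neighbour in gene number, again without regard to strand, was past the threshold in the same direction in 59.8% of the cases, so that read-through from, or the end of, a neighbouring transcript is a candidate explanation. By group this was 68.2% against 8.04% of all genes for increases under sucrose (Fisher adjusted p = 5.57e-12), 59.1% against 5.49% for decreases (1.21e-11), 57.8% against 14.4% for increases under NaCl (1.22e-11) and 58.1% against 12.7% for decreases (5.57e-12). For cases without such a neighbour no source was tested, and a start of transcription that differs from the predicted one is a hypothesis.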

How the results depend on the processing

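No test reported here was chosen after the results were seen, apart from the tally of ratios within 1 of 0 and the signs under other settings of genes taken from the categories, which were set after the values were seen. The alternatives that changed an outcome are given with their values, and the cause of a change was not tested unless it follows from the way the setting is built.

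With all probes of the gene, probes upstream of the start codon enter the mean, and most counts were smaller by more than 1.5 times. Genes changed by sucrose were 171 (79 up, 92 down) instead of 282 (160 and 122), and by limma 230 (104 and 126) instead of 360 (200 and 160). Genes changed by NaCl were 372 (146 up, 226 down) instead of 569 (290 and 279), and by limma 447 (188 and 259) instead of 740 (398 and 342). On the direct arrays 38 genes (30 higher under sucrose, 8 under NaCl) differed instead of 60 (32 and 28), and by limma 59 (43 and 16) instead of 124 (56 and 68). Genes changed by both stresses were 156 (65 and 91) instead of 247 (130 and 117). Of the solute genes, 3 instead of 5 were higher under sucrose, 4 instead of 7 were lower under sucrose and 3 instead of 5 were higher under NaCl. Of the entries listed in Table S2, 101 instead of 199 passed under sucrose and 196 instead of 341 under NaCl.

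The direct comparison gave 124 genes (56 and 68) under the rule on the mean of the 3 arrays, by limma, and by limma with the replicate block, instead of 60 (32 and 28). With the dye effect taken out, where the standard errors under NaCl are larger, 1 instead of 5 solute genes was higher under NaCl by limma. That setting also moved the balance of directions. Under sucrose 125 genes rose and 142 fell by the rule (160 and 122 before), and 157 and 199 by limma. Under NaCl 261 rose and 330 fell by the rule (290 and 279 before), and 339 and 387 by limma (398 and 342 before). Under both stresses 107 rose and 139 fell, and on the direct arrays 39 genes were higher under sucrose and 19 under NaCl by the rule, and 70 and 39 by limma. For the direct arrays, this setting puts the mean at sucrose minus NaCl from the arrays against no stress. Background-subtracted signals gave 27 and 36 genes on the direct arrays. The contrast of sucrose minus NaCl and its balance do not contain the dye effect, which cancels in that difference.

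Without replicate 1, 2 or 3 in turn, genes that differed by limma in sucrose minus NaCl ranged from 198 to 482, with 198 without replicate 1, 434 without replicate 2 and 482 without replicate 3, instead of 822. The same difference fitted on the 6 arrays against no stress alone ranged from 400 to 671, instead of 985. The share of NaCl-changed genes that moved the same way under sucrose ranged from 99.5146% to 99.839%. For the other totals the ranges stayed within 1.5 times of the full count: 292 to 322 genes under sucrose (limma 346 to 396), 618 to 638 under NaCl (limma 734 to 762), 73 to 88 on the direct arrays (limma 125 to 142) and 258 to 283 under both stresses. On the direct arrays the counts by direction moved further, from 32 genes higher under sucrose and 28 under NaCl to 49 and 39 without replicate 2 and to 35 and 53 without replicate 3. A gene needs to pass in fewer arrays when a replicate is left out, so the counts by the rule can be larger.

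Log2 ratios of 97 genes were followed through the settings, which leaves out some genes named in the text, and direction reversed for 8 of the 97. With all probes of the gene, log2 NaCl, CC_1591 (*kdpA*) was -0.20, log2 NaCl, CC_1593 (*kdpC*) was -0.094, log2 sucrose, CC_2082 (*gdhA*) was 0.022, log2 sucrose, CC_0494 (*proC*) was -0.015, log2 sucrose, CC_3476 (*nepR*) was -0.030 and log2 NaCl, CC_2286 was 0.076. With normexp background and loess, log2 NaCl, CC_2286 was 0.033 and log2 sucrose, CC_0314 (*proB*) was -0.019. With the dye effect taken out, log2 sucrose, CC_1594 (*kdpD*) was 0.017. For log2 NaCl, CC_1591, the range over the replicates left out was -0.0023 (without replicate 2) to 0.38 (without replicate 1).

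Genes outside the 97 also changed sign, among them *atpD* (CC_3447), CC_2254, CC_3584 and CC_0497. Further genes in the categories of Table S2 did so too and are not all given here. Examples under sucrose are CC_3630, CC_2459 and CC_2529 with all probes of the gene, and CC_3199 with background-subtracted signals. CC_3447 was below 0 under both stresses with all probes of the gene and under sucrose with normexp and loess, and CC_2254 under both stresses with all probes and under sucrose with the dye effect taken out. CC_3584 was below 0 under both stresses with normexp and loess and under sucrose with the dye effect taken out, and CC_0497 under sucrose in each of these 3 settings. These genes are not in the counts that follow. Of 155 log2 ratios of the 97 genes beyond 1 in either direction, 59 were within 1 of 0 with all probes of the gene, 13 with the dye effect taken out, 12 with normexp and loess and 2 without replicate 2. Over the 97 genes and all settings, 3050 values kept direction and side of the limma threshold, 49 lost the call, 11 gained it and 10 reversed. Of the 49, 19 lost it with the dye effect taken out, where standard errors are larger, and 7 with all probes of the gene. Leaving out a replicate cost the call for *kdpC* under NaCl (without each), *kdpD* under sucrose (without replicates 1 and 2) and under NaCl (without replicate 2), *proA* under sucrose (without replicate 1), CC_1134 under sucrose (without each), *tufB* under sucrose (without replicate 3) and CC_2286 under NaCl (without replicate 1). It gave a call for *kdpA* under NaCl (without replicate 1), *proB* under NaCl (without replicate 3) and CC_1134 under NaCl and on the direct arrays (without replicate 2).

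The replicate numbers do not pair the arrays. Correlations across genes between the deviations of arrays of the same number were 0.15, -0.13 and 0.01 for sucrose and NaCl, 0.32, -0.14 and -0.03 for sucrose and the direct arrays, and -0.06, 0.16 and 0.30 for NaCl and the direct arrays. With the replicate number as a block, limma called 360 genes under sucrose, 741 under NaCl and 325 under both, the share of the same direction was 99.865%, and the difference between the stresses held for 788 genes, or 799 on the 6 arrays alone. The solute genes higher and lower were 5 and 7 under each stress.

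The set test on ribosomal protein genes, the functional sets and the cell cycle regulators were not run under any setting, since no annotation of all genes was used. Dye removal was not run for the difference fitted on 6 arrays, where it cannot be estimated.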

Differences from the paper's values

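No test reported here was chosen after the result was seen, apart from the tally by setting of listed genes that did not pass and the direction of the ratios, which were set after the values were seen. A value differs when it lies outside the larger error of both, or, for counts, beyond 1.5 times. The alternatives named are those set before the data were examined under which the difference was not found, and under all other alternatives that were run for the value it was found.

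The number of genes up-regulated by NaCl is the paper's 143 and 290 here, and the difference was not found with normexp and loess (203) and all probes of the gene (146). The number of genes up-regulated by sucrose is the paper's 100 and 160 here, and the difference was not found with normexp and loess (107), all probes of the gene (79) and the dye effect taken out (125). The number of genes up-regulated by both stresses is the paper's 75 and 130 here, and the difference was not found with normexp and loess (86), all probes of the gene (65) and the dye effect taken out (107). The number of genes changed by at least 1 stress is the paper's 393 and 604 here, and the difference was not found with normexp and loess (433) and all probes of the gene (387). These alternatives compare numbers, not which genes passed. With all probes of the gene, which the methods do not use, 101 listed entries passed under sucrose and 196 under NaCl, instead of 199 and 341. The number of genes higher under NaCl on the direct arrays is the paper's 18 and 28 here, and the difference was not found with normexp and loess (25), outlier spots kept (25) and the dye effect taken out (19). In the last setting the direct mean is that of sucrose minus NaCl from the arrays against no stress.

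For kdpB under NaCl, the paper's value is about 1.4 in Fig. 1B, read by eye, and 0.77 here, not differing with background-subtracted signals. For kdpC under NaCl, the paper's value is about -0.24 in Fig. 1B, read by eye, and 0.23 here, with no alternative that closed the difference. For kdpE under NaCl, the paper's value is about -0.67 in Fig. 1B, read by eye, and 0.66 here, with no alternative that closed the difference. For betA under NaCl, the paper's value is about 0.52 in Fig. 1B, read by eye, and 0.75 here, not differing with replicate 2 or 3 left out.

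Over all values that Table S2 lists for transcripts, 212 of 213 under sucrose and 352 of 352 under NaCl had the listed sign here, r with the listed values was 0.986 and 0.992, and 121 and 223 lay within 0.05 of them. The median absolute difference was 0.023 under sucrose and 0.018 under NaCl. With outlier spots kept, an alternative set before the data were examined, it was 0.0039 and 0.0040, with 149 and 262 values within 0.05.

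Values listed in Table S2 that differed, with the alternatives that did not differ named in each case, are the log2 ratio of CC_1969 under sucrose (the paper's -1.89, here -2.17; not with outlier spots kept and replicate 2 or 3 left out), the log2 ratio of CC_1969 under NaCl (the paper's -3.28, here -3.43; not with normexp and loess), the log2 ratio of CC_3355 under sucrose (the paper's -1.96, here -2.08; not with background-subtracted signals, the dye effect taken out and replicate 1 or 2 left out), the log2 ratio of CC_0368 under NaCl (the paper's -2.2, here -2.11; not with the dye effect taken out) and the log2 ratio of CC_2918 under sucrose (the paper's -1.59, here -1.71; not with normexp and loess and outlier spots kept). The same holds for the log2 ratio of CC_0835 under NaCl (the paper's -2.2, here -2.49; not with normexp and loess), the log2 ratio of CC_1339 under NaCl (the paper's -1.81, here -2.03; not with outlier spots kept, the dye effect taken out and replicate 3 left out), the log2 ratio of CC_1136 under sucrose (the paper's 7.01, here 8.05; not with normexp and loess), the log2 ratio of CC_1629 under sucrose (the paper's 3.22, here 3.09; not with background-subtracted signals, the table of values of the series, the dye effect taken out and replicate 1 or 3 left out) and the log2 ratio of CC_1629 under NaCl (the paper's 2.11, here 2.38; not with replicate 1 left out). To these belong the log2 ratio of CC_0682 under NaCl (the paper's 3.83, here 3.59; not with background-subtracted signals, the median over probes, outlier spots kept and replicate 2 left out), the log2 ratio of CC_3291 under sucrose (the paper's 4.55, here 4.49; not with background-subtracted signals, the table of values of the series, outlier spots kept and replicate 3 left out), the log2 ratio of CC_1240 under NaCl (the paper's -1.91, here -1.69; not with all probes of the gene) and the log2 ratio of CC_1877 under NaCl (the paper's -1.41, here -1.51; not with normexp and loess).

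For these genes, no alternative set before the data were examined came within the replicate spread of the listed value: the log2 ratio of CC_0010 under sucrose (the paper's -1.27, here -0.96), the log2 ratio of CC_1772 under sucrose (the paper's -3.63, here -1.92), the log2 ratio of CC_1772 under NaCl (the paper's -4.4, here -2.95), the log2 ratio of CC_0510 under NaCl (the paper's 1.83, here 1.56), the log2 ratio of CC_0511 under NaCl (the paper's 1.93, here 0.96), the log2 ratio of CC_0747 under sucrose (the paper's 1.97, here 1.5), the log2 ratio of CC_1135 under sucrose (the paper's 5.54, here 5.21), the log2 ratio of CC_1630 under sucrose (the paper's 1.94, here 1.51), the log2 ratio of CC_1631 under sucrose (the paper's 3.29, here 2.66), the log2 ratio of CC_2140 under sucrose (the paper's -3.33, here -1.72), the log2 ratio of CC_2138 under NaCl (the paper's -4.05, here -2.41) and the log2 ratio of CC_3215 under sucrose (the paper's -2.0, here -2.78).

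The paper states that CC_1136 rises under sucrose alone, whereas here its log2 ratio under NaCl was 1.56 and passed the threshold. With the dye effect taken out, set before the data were examined, it was 0.85 and did not pass. It was also below 1 with normexp and loess (0.82) and with all probes of the gene (0.90), both set before the data were examined. It states that no gene for solute uptake or synthesis is significantly raised. Here 0 of the 14 passed the threshold upward, but by limma 5 of 14 were higher under each stress at an adjusted p under 0.05. With the dye effect taken out, where standard errors are larger, 1 was higher under NaCl. Of the genes that Table S2 lists for a transcript change, 14 under sucrose and 11 under NaCl did not pass the threshold in the listed direction. Of the 14, 6 were called by the rule on the mean and by limma, 5 with all probes of the gene, 4 with the median over probes, 4 with outlier spots kept, 4 without replicate 1, 2 without replicate 3, 2 with normexp and loess and 1 with the dye effect taken out, and 3 under none of the settings, CC_1250, CC_0010 and CC_0844. Of the 11, 8 were called by the rule on the mean and by limma, 5 with all probes of the gene, 4 with the median over probes, 4 without replicate 2, 3 without replicate 1, 1 without replicate 3, 3 with normexp and loess, 3 with background-subtracted signals, 3 with the dye effect taken out, 2 with outlier spots kept and 1 with the table of values of the series. The sign of CC_0497 under sucrose was opposite to the listed one, with a mean log2 ratio of 0.25, and this gene passed as listed with all probes of the gene.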

Other observations

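The tests of the dye direction and of other sets of signs were chosen only after the results were seen, and the tests of shared control RNA and of the dye effect on the shared direction were not.

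The labels of the arrays and the listed ratios have opposite directions. Read red over green, 94.0% of the proteins that Table S2 lists as changed without a transcript value for that stress had the sign of their gene's ratio, in 38 of 40 cases under sucrose and 25 of 27 under NaCl. The gels do not depend on the dyes of the arrays, so this goes against the labels, and an exchange of the dye names in the labels is a candidate explanation. If 1 comparison alone were exchanged, turning its sign should bring sucrose minus NaCl closer to the direct ratio. The SD across genes of their residual was 0.249 with all 3 read red over green, and 1.41, 1.90 and 0.843 with the sign of sucrose, NaCl or the direct arrays turned, which argues against an exchange in 1 comparison alone. No biological explanation applies to this pattern.

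Of the genes past the threshold under NaCl, 99.8% moved the same way under sucrose. Control RNA shared between the comparisons could produce part of this, but the highest share in 100 simulations of unchanged groups was 87.5%, and 0 of the simulated genes passed the threshold, which argues against it as the whole source. A gene-specific dye effect common to these arrays could give a share as high as the observed one in unchanged genes. With the dye effect taken out, the share was 99.7%. This cannot decide, since both corrected ratios then contain the same NaCl and direct arrays and would often share signs in unchanged genes too. Simulated dye effects of the estimated SD moved at most 2 genes past the threshold. They were drawn from a normal distribution, whereas single estimates were far larger than the SD, such as 2.64 for CC_0682. With each gene's estimate taken out, 591 genes passed under NaCl, which argues against this source for most of the genes past the threshold. A shared response to both stressors remains as a hypothesis.

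When the signs of some arrays of a comparison are turned, 4 sets of signs can be told apart for 3 arrays. For the genes past the threshold under sucrose, under NaCl and on the direct arrays, 1 of the 4 sets gave as many genes in each comparison, the real one. With so few sets chance cannot be excluded in this way.

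Of the genes with an adjusted p under 0.05 in both stresses, 22 had opposite signs, and all 22 had the sign of the difference on the direct arrays. Chosen after their values were seen, CC_2286 had log2 ratios of 2.13 under sucrose, -0.52 under NaCl and 1.63 on the direct arrays, and CC_1985 had -0.61, 0.99 and -1.72. For CC_2286 the ratio under NaCl was 0.03 with normexp and loess and 0.08 with all probes of the gene. It was -1.53 with the dye effect taken out, so its opposite direction depends on the setting. That the stressors act in opposite ways on these genes is a hypothesis, and its technical sources were not tested apart from the slide as described for the difference between the stresses, where 97.7% had the same sign on the direct arrays.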
